# Glyphosate’s impact on vegetative growth in leafy spurge identifies molecular processes and hormone cross-talk associated with increased branching

**DOI:** 10.1186/s12864-015-1627-9

**Published:** 2015-05-19

**Authors:** Münevver Doğramacı, Michael E. Foley, David P. Horvath, Alvaro G. Hernandez, Radhika S. Khetani, Christopher J. Fields, Kathleen M. Keating, Mark A. Mikel, James V. Anderson

**Keywords:** Bud dormancy, Branching, Glyphosate, Phytohormones, Shikimate, Transcriptomics, RNAseq

## Abstract

**Background:**

Leafy spurge (*Euphorbia esula*) is a perennial weed that is considered glyphosate tolerant, which is partially attributed to escape through establishment of new vegetative shoots from an abundance of underground adventitious buds. Leafy spurge plants treated with sub-lethal concentrations of foliar-applied glyphosate produce new vegetative shoots with reduced main stem elongation and increased branching. Processes associated with the glyphosate-induced phenotype were determined by RNAseq using aerial shoots derived from crown buds of glyphosate-treated and -untreated plants. Comparison between transcript abundance and accumulation of shikimate or phytohormones (abscisic acid, auxin, cytokinins, and gibberellins) from these same samples was also done to reveal correlations.

**Results:**

Transcriptome assembly and analyses confirmed differential abundance among 12,918 transcripts (FDR ≤ 0.05) and highlighted numerous processes associated with shoot apical meristem maintenance and stem growth, which is consistent with the increased number of actively growing meristems in response to glyphosate. Foliar applied glyphosate increased shikimate abundance in crown buds prior to decapitation of aboveground shoots, which induces growth from these buds, indicating that 5-enolpyruvylshikimate 3-phosphate (EPSPS) the target site of glyphosate was inhibited. However, abundance of shikimate was similar in a subsequent generation of aerial shoots derived from crown buds of treated and untreated plants, suggesting EPSPS is no longer inhibited or abundance of shikimate initially observed in crown buds dissipated over time. Overall, auxins, gibberellins (precursors and catabolites of bioactive gibberellins), and cytokinins (precursors and bioactive cytokinins) were more abundant in the aboveground shoots derived from glyphosate-treated plants.

**Conclusion:**

Based on the overall data, we propose that the glyphosate-induced phenotype resulted from complex interactions involving shoot apical meristem maintenance, hormone biosynthesis and signaling (auxin, cytokinins, gibberellins, and strigolactones), cellular transport, and detoxification mechanisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1627-9) contains supplementary material, which is available to authorized users.

## Background

After commercialization of glyphosate [N-(phosphonomethyl)glycine] in 1974, it has become one of the most common broad spectrum herbicides used in agricultural systems [1]. However, the evolution of glyphosate-resistant weeds has increased the cost of weed management, reduced yield potential, and mandated the need for new weed management strategies [2]. No evidence of naturally occurring glyphosate-resistant plants was reported before the introduction of glyphosate-resistant transgenic crops, although several reports did indicate that biotypes of field bindweed (*Convolvulus arvensis*) and bermudagrass (*Cynodon dactylon*) were somewhat tolerant to glyphosate [3, 4]. Laticiferous perennial weeds such as hemp dogbane (*Apocynum cannabinum*), common milkweed (*Asclepias syriaca*), and leafy spurge (*Euphorbia esula*) have also been reported as glyphosate tolerant weeds [5–7]. Regardless, control of invasive perennial weeds in non-cultivated ecosystems of North America, including leafy spurge, generally requires integrated pest management programs that incorporate the use of glyphosate [8].

Reproduction of leafy spurge occurs through both seeds and vegetative propagules; however, persistence is mainly attributed to vegetative reproduction from an abundance of underground adventitious buds (UABs) [9]. Dormancy in UABs of leafy spurge also contributes to escape from conventional control measures and long-term management often requires follow up application with herbicides. Because glyphosate is a non-selective herbicide and impacts desired plants as well, in long-term management programs glyphosate is often used at lower than recommended rates or in combination with other herbicides. In fact, recommended rates of glyphosate for pastures, rangelands, roadsides, riverbanks and recreational areas (~1 kg ha^−1^) destroy the aboveground shoots of leafy spurge plants; however, it does little or no damage to UABs, and leafy spurge regenerates from these UABs. However, greater concentrations of glyphosate (~2-6 kg ha^−1^) generally cause sub-lethal effects in underground root system of leafy spurge; these higher rates still do not destroy the plants completely, but induce uncontrolled growth patterns (e.g., tillering and branching) from UABs in following generations, similar to the glyphosate-induced tillering observed in quackgrass (*Agropyron repense*) and common milkweed [10, 11]. Further, the effects of glyphosate on leafy spurge [12] were proposed to involve glyphosate’s effect on release of apical dominance in lateral buds similar to that observed in sorghum (*Sorghum bicolor*), soybean (*Glycine max*), and pea (*Pisum sativum*), which have been linked to changes in auxin levels and transport [13, 14].

Translocation of glyphosate to the apical meristems, root meristems, and underground reproductive organs of perennial plants [15] inhibits nuclear encoded and chloroplast localized [16] 5-enolpyruvylshikimate-3-phosphate synthase (EPSPS) of the shikimate biosynthetic pathway [17, 18]. Glyphosate’s known mode of action occurs by inhibiting the EPSPS-catalyzed conversion of shikimate-3-phosphate (S3P) to 5-enolpyruvylshikimate 3-phosphate (EPSP) by forming an EPSPS–S3P–glyphosate complex that competes for phosphoenolpyruvate binding [19–21]. These are critical steps for the production of chorismate, which is a precursor of aromatic amino acids (phenylalanine, tyrosine and tryptophan), auxin, and many other secondary products essential for plant growth and development. Thus, the glyphosate-induced inhibition of EPSPS reduces chorismate production leading to increased accumulation of shikimate [22]. However, beyond the known mode of action, the impact of glyphosate-treatment on transcriptional regulation has mainly focused on leaf tissues exposed to glyphosate in annual [23–25] and perennial grass species [26, 27]. Sub-lethal concentrations of foliar applied glyphosate also results in new shoot growth from UABs that produce a phenotype with reduced main stem elongation and increased branching from axillary bud outgrowth [28]. Thus, investigating glyphosate’s impact on molecular processes and phytohormones affecting vegetative regrowth from UABs could provide new insights for novel weed management solutions.

The impact of foliar applied glyphosate has already provided some insights into the involvement of molecular processes associated with auxin, ethylene, and gibberellic acid (GA) biosynthesis and signaling pathways in crown buds of leafy spurge [28]. The most significant changes observed in these UABs were for *ENT-COPALYL DIPHOSPHATE SYNTHETASE 1*, which is involved in a committed step for GA biosynthesis, and auxin transporters including *PIN-FORMED* (*PINs*), *PIN-LIKES* (*PILS*) and *ATP-BINDING CASSETTE* (*ABC*) *TRANSPORTERS*. Further, most of the significantly affected processes were associated with the endoplasmic reticulum, suggesting that this organelle plays some role in cellular physiology in response to glyphosate-treatment in leafy spurge. However, since Doğramacı et al. [28] only examined a select set of transcripts from UABs, it may not reflect the effects of foliar applied glyphosate on global gene expression or actual changes in phytohormone and shikimate levels. Thus, to gain further insights into glyphosate’s impact on molecular processes associated with phenotypes showing reduced stem elongation and increased branching due to axillary bud outgrowth, our objectives were 1) using RNAseq to determine global transcriptome abundance in aerial tissues derived from crown buds of glyphosate-treated and -untreated leafy spurge, 2) obtain shikimate and phytohormone concentration profiles from the same samples, and 3) elucidate relationships between transcriptome, shikimate, and phytohormone profiles to identify molecular processes that are altered by glyphosate.

## Results

### Vegetative growth and phenotypic changes in response to glyphosate

Initiation of new vegetative shoot growth from crown buds following foliar glyphosate-treatment does not occur until the directly treated aerial tissues are decapitated [28], suggesting that paradormancy in crown buds is maintained, to some extent, post-treatment by apical dominance [29, 30]. However, after decapitation of aerial tissues (7 d post-treatment), stem elongation of new vegetative shoots derived from crown buds of glyphosate-treated plants was reduced (*P* < 0.05) compared to controls (Fig. 1), and the new shoots had increased branching. This phenotype was observed in at least three subsequent shoot generations, i.e., new aerial shoots derived from UABs present on the root system of the treated plants (see Additional file 1).

**Fig. 1:**
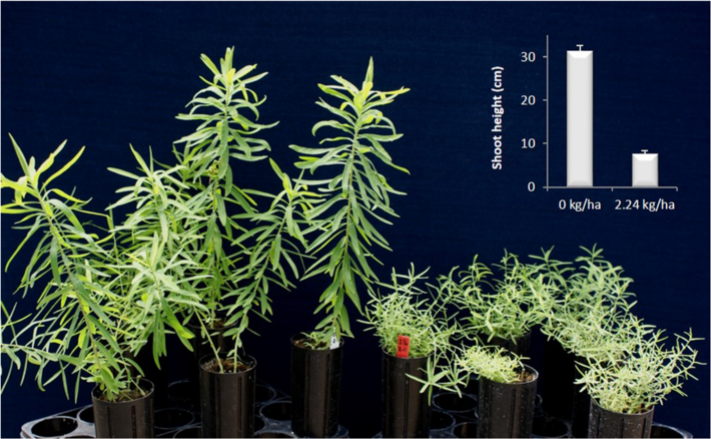
Vegetative growth from crown buds of leafy spurge post glyphosate-treatment. After foliar glyphosate-treatment i.e., 0 kg ha^−1^ as controls (left) or 2.24 kg ha^−1^ (right), plants were maintained for seven days under growth-conducive conditions and aerial tissues were decapitated to induce vegetative growth. Image and embedded chart show a significant reduction in vegetative growth six weeks post-decapitation. Vertical bars in the embedded chart indicate 95 % confidence limits

### Transcriptome changes in aerial tissues

Transcriptome analyses (see Additional file 2) revealed that 12,918 transcripts had significant changes in abundance (FDR ≤ 0.05) and 6,239 of these transcripts had significant changes ≥ 2-fold in either direction; 3,632 decreased and 2,607 increased abundance in glyphosate-treated samples relative to controls. 

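RNA was sequenced from aerial shoots that had regrown for 6 weeks from crown buds, after foliar treatment with 2.24 kg ha-1 of glyphosate or with none and decapitation 7 days later. There were 4 biological replicates of each treatment, each of 8 plants, made into stranded mRNA libraries and sequenced together in a single lane. The authors assembled the reads of the 8 libraries with Trinity and estimated with RSEM the expected count and the TPM, the abundance scaled by transcript length, of each Trinity component, a group of contigs that stands for a gene. Each library held 41265 to 51095 components with counts. Total counts were 12735906 to 15316079 in the glyphosate samples (median 14019003) and 13541535 to 15857655 in the controls (median 15290112). Expected counts were rounded to whole numbers and scaled by the median of ratios. Components with a TPM of at least 0.5 in at least 1 sample, which is the filter of the paper, were tested with edgeR's quasi-likelihood test, and p values were adjusted by Benjamini-Hochberg over the 63775 components tested. A component changed where its adjusted p was at most 0.05. Levels are edgeR's CPM, the counts divided by the scaled library size, with the SD over 4 samples. Standard errors and p values come from edgeR's fit, which shares spread between components. Where the SD is large they can understate the spread between replicates. Where a group held no counts, the fold is a lower bound against 3 counts over the group, which covers counting error only. Gene lists were made of components whose best Swiss-Prot hit is of a plant, and of an animal apart from these. The filter and the test were set before the data were examined, and the name patterns of the lists before any fit. In the 1st principal component, which held 84.9% of the variance, the samples separated by treatment.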

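Many components changed in both directions in the shoots from glyphosate-treated plants. A regulator of nitrogen responses and anthocyanin synthesis, LBD38, was among the largest rises, with a log2 fold change of 5.24 (standard error 0.270, adjusted p = 9.33e-82 from edgeR's quasi-likelihood test). ASPARAGINE SYNTHETASE 1, which makes the nitrogen transport amide asparagine, rose from 2.72 ± 0.806 to 55.0 ± 11.7 CPM (SD, n = 4). The homeodomain factor ATHB-21 and the AT-hook protein ESCAROLA had log2 fold changes of 4.64 and 4.59. Among the largest falls were a basic pathogenesis-related protein 1 at -7.58, the ammonium transporter AMT3-1 at -5.56 and the root iron reductase FRO2 at -4.22. The pathogenesis-related component had 0.0661 CPM in glyphosate replicate 1 and 0 in the other glyphosate replicates. Leaving out 1 library moved its change over -9.13 to -7.27. The boron transporter BOR5 fell from 80.7 ± 4.35 to 2.32 ± 2.76 CPM, with 6.40 in glyphosate replicate 4 and at most 1.36 in the other glyphosate replicates. In all, 18913 components changed, 7898 higher and 11015 lower in the glyphosate samples. Of these, 10241 changed at least 2-fold, with 3604 up and 6637 down. Among the components with a plant best hit, 1717 rose and 1211 fell at least 2-fold, and 1542 and 1400 in a fit on these alone, which was added after the data were seen. The median log2 fold change over all components was -0.26, and 0.08 over those with a plant best hit. The share of changed components that were higher was 41.8% and became 52.6% with limma on log2(TPM + 0.5). In that fit 3765 components fell at least 2-fold, and 2916 did among the 22957 components that edgeR's count filter keeps.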

Of the 12,918 differentially expressed genes, 9,283 transcripts had similarity (BlastX hits at E values < 10E-3) to genes in the Arabidopsis database (www.arabidopsis.org). Therefore, leafy spurge transcripts discussed throughout this manuscript are based on the most homologous match to Arabidopsis (see Additional file 2). 

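The annotation table deposited with the data names the best Swiss-Prot hit of each component, so the changes can be sorted by the kind of organism. Components with a plant best hit went both ways, with 3824 up, 2928 down and 5994 not passing of 12746. Of 4807 components with an animal best hit, 562 rose, 1808 fell and 2437 did not pass. Among these, 1428 fell at least 8-fold by the fitted value, and 962 when components at 0 in a group are taken at their bound. Summed over these 1428 components, in CPM of the unscaled library, the glyphosate samples held 127 ± 118 CPM and the controls 2374 ± 661 (SD, n = 4). All components with an animal best hit together went the other way, with 4.90% of the glyphosate counts and 4.46% of the control counts, higher in every glyphosate sample (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0367 over 9 classes). Of the sum over the 1428, glyphosate replicate 2 held 12.4. Cuticle proteins of animals, which build the outer skeleton of insects and their relatives, had 114 ± 31.4 CPM in the controls and 7.11 ± 7.78 in the glyphosate samples, with 0 counts in glyphosate replicate 2, which allows up to 0.236 CPM. Cytosolic ribosomal proteins with an animal best hit fell together with these, from 316 ± 104 to 18.2 ± 16.3 CPM, while those with a plant best hit held 33028 ± 1016 in the glyphosate samples and 13242 ± 747 in the controls. The sums of cuticle proteins and of both kinds of ribosomal proteins each separated all 4 glyphosate samples from all 4 controls (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow), while the components that fell at least 8-fold were chosen by that fall, so their sum is not a test. Of the components with no listed hit, 3140 rose, 5936 fell and 35894 did not pass. Of those that fell, 1864 did so at least 8-fold by the fitted value, and 925 with components at 0 in a group at their bound. Bacterial, fungal and other eukaryotic best hits were fewer, at 485, 373 and 282 components. The deposited annotation ends at the row limit of an old spreadsheet format, so 5764 of the 83165 components, with 26.9% of the counts, sort after its end and have no hit here.

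**Figure D1:**
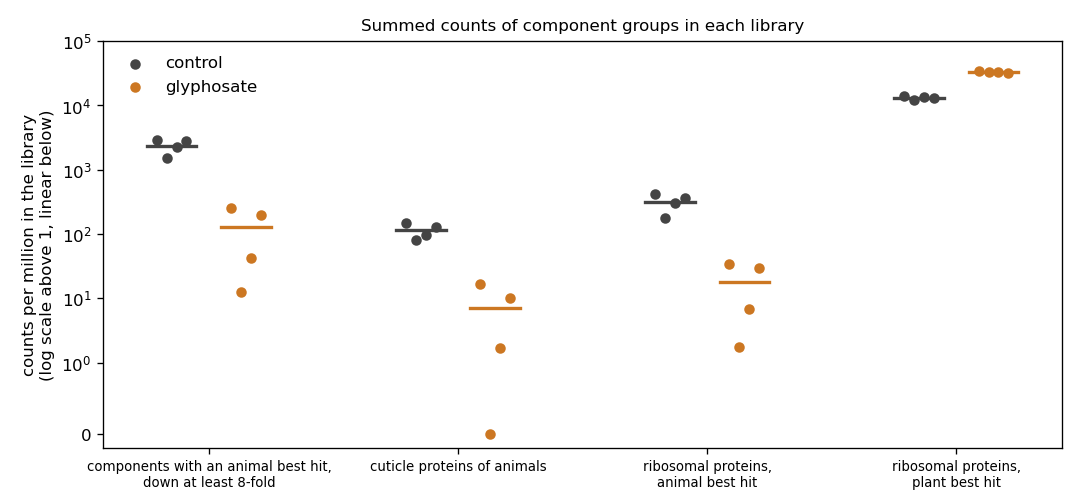
Summed CPM in each library (vertical axis, logarithmic above 1 and linear below) for 4 groups of components, with 4 control samples in grey, 4 glyphosate samples in orange and a bar at each mean. All 4 control samples lie above all 4 glyphosate samples in the 3 groups with an animal best hit, and below them for ribosomal proteins with a plant best hit.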

Quantitative real-time PCR (qRT-PCR) based on a select set of genes (see Additional file 3) was used to validate the reliability of the RNAseq data, which revealed a similar trend in expression patterns - with the exception of *CKX1*. Additionally, Pearson’s (P-value = 5.1E-05) or Spearman’s (P-value = 0.012) correlation coefficients confirmed significant correlation between RNAseq and qRT-PCR data and validated use of the global transcript dataset.

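The genes measured by qRT-PCR cover hormone synthesis, hormone response and the cell cycle. In the RNA-seq data 12 of the 16 genes changed in the direction that the paper reports for qRT-PCR. HOG1, an S-adenosylhomocysteine hydrolase, had a log2 fold change of 1.24, and the histone deacetylase HD2A had a mean of 2.37 over 2 components. FT, the mobile signal of flowering, had a mean of -3.43 over 2 components whose best hits are animal proteins of the same phosphatidylethanolamine-binding family. The 4 exceptions were ABCG40, CKX1, ERF1 and TINY2. CKX1, which degrades cytokinin, had a log2 fold change of 3.36 (standard error 0.255, adjusted p = 4.34e-38 from edgeR's quasi-likelihood test), beside a qRT-PCR change of -0.24 that is the paper's. For ABCG40, a transporter of abscisic acid, the mean over 7 components, of which comp60991_c0 rose by 2.70 and the other 6 fell, was -2.72, beside the paper's qRT-PCR value of 0.60. The paper's qRT-PCR values are 0.74 for ERF1 and -0.32 for TINY2, both transcription factors of the AP2/ERF family. The qRT-PCR was not repeated from raw data, and the components that stand for each gene were chosen after their values were seen.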

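Across the 16 genes, which are not independent replicates, Pearson's r between the RNA-seq and the qRT-PCR log2 fold changes was 0.565 and Spearman's rho was 0.456. The 2-sided permutation test gave p = 0.0226 for Pearson's r (adjusted p = 0.0376) and p = 0.0783 for Spearman's rho (adjusted p = 0.130), each adjusted over the 5 sets of values correlated. With the RNA-seq values that the paper lists in Additional file 3, r was 0.838 and rho was 0.609. Genes of cell division and auxin, such as CYCD3;1, YUC4 and PID, changed upward in both assays. ACS10, which the paper places in ethylene synthesis, changed downward in both. ERF1 and FT lay farthest from the median of the RNA-seq changes. Without them r over 14 genes was 0.509 (permutation test, p = 0.0626), with fewer genes in the test.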

### Shikimate abundance and chorismate biosynthesis

In this study, the abundance of shikimate increased in tissues directly (aerial tissue) or indirectly (crown buds) exposed to glyphosate (Fig. 2), which is likely the result of glyphosate’s inhibition of EPSPS [17, 18]. However, the abundance of shikimate in new aerial shoots (six weeks after growth-inducing decapitation) derived from crown buds of glyphosate-treated plants were similar to controls (Fig. 2). Additionally, abundance of transcripts (i.e., *EPSPS*, *EMB1144*, *SK1*) involved in various stages of chorismate biosynthesis had little change in amplitude (Table 1).

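Genes of the route to chorismate, the precursor of the aromatic amino acids, were higher by small amounts in the glyphosate samples. EPSPS, the enzyme that glyphosate blocks, was at 70.3 ± 6.29 CPM in the glyphosate samples and 39.9 ± 4.67 in the controls (SD, n = 4). This is a log2 fold change of 0.82 (standard error 0.0921, adjusted p = 9.95e-18 from edgeR's quasi-likelihood test). The chorismate synthase homologous to EMB1144 had a log2 fold change of 0.44 (standard error 0.0947, adjusted p = 1.90e-05), and shikimate kinase SK1 one of 1.10 (standard error 0.175, adjusted p = 3.02e-09), from the same test. These 3 components were listed by the study on these samples, so their count is not independent evidence of a direction. Of 12 components of chorismate synthesis with a plant best hit, 9 rose, 3 did not pass and none fell even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, though 1 fell on plant-hit components alone, with the same count when adjusted over the list alone. They include the bifunctional dehydroquinate dehydratase and shikimate dehydrogenase at 0.91 and a DAHP synthase, the entry enzyme of the route, at 0.61. The list's median log2 fold change was 0.59 (adjusted p = 1.30e-04 in camera's set test, adjusted p = 0.218 with an estimated correlation). Of 9 components of phenylalanine and tyrosine synthesis, 6 rose, 1 fell and 2 did not pass, also when adjusted over the list alone (adjusted p = 0.0362 in camera's set test, adjusted p = 0.262 with an estimated correlation).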

**Fig. 2:**
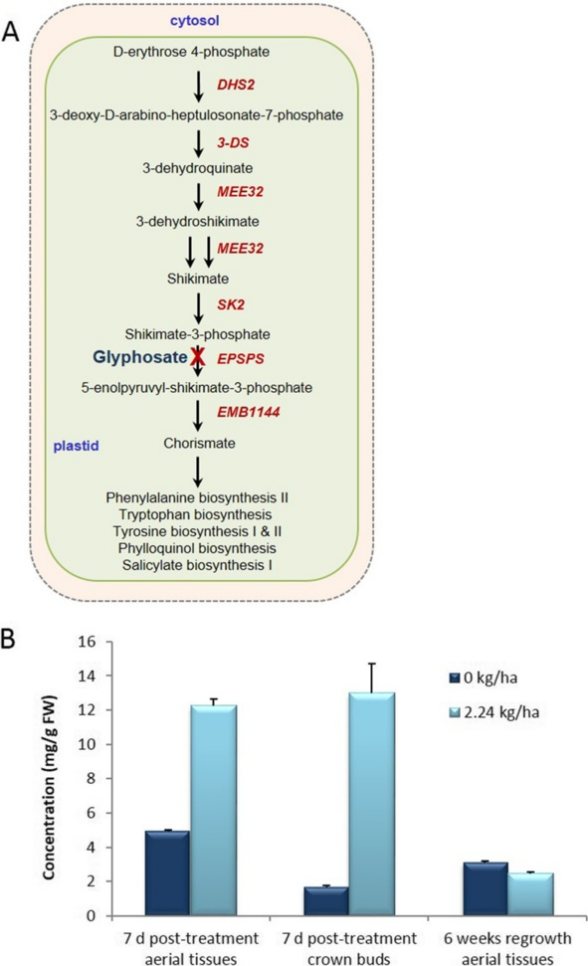
Simplified shikimate/chorismate biosynthesis pathway, and shikimate abundance in leafy spurge tissues after glyphosate-treatment. (**a**) The pathway links the metabolism of carbohydrates to the biosynthesis of the aromatic amino acids (phenylalanine, tyrosine and tryptophan). The pathway is specific to microorganisms and plants; in plants the pathway appears to occur in plastids. Glyphosate is known to inhibit 5-enolpyruvylshikimate-3-phosphate synthase (EPSPS) of the chorismate biosynthetic pathway. Red italic text indicates the genes involved in particular step/s of the pathway. (**b**) Shikimate abundance 7 days (d) post-treatment in aerial tissues which were directly exposed to glyphosate, in crown buds which were indirectly exposed to glyphosate 7 d post-treatment, and in aerial tissues derived from crown buds of foliar glyphosate-treated leafy spurge plants after decapitation (7 d post-treatment) and regrowth for six weeks. Shikimate abundance data represent the mean of four biological and two technical replicates obtained from fresh tissue (FW); vertical bars indicate ± SE of the mean

**Table 1:** Changes in abundance of transcripts involved in chorismate, auxin and strigolactone biosynthesis/signaling

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
Chorismate	EMB1144	EMB1144, EMBRYO DEFECTIVE 1144	0.44	AT1G48850.1	comp72334_c0
biosynthesis	EPSPS	5-ENOLPYRUVYLSHIKIMATE-3-PHOSPHATE SYNT.	0.82	AT2G45300.1	comp78915_c0
	SK1	SHIKIMATE KINASE 1	1.08	AT2G21940.5	comp71816_c0
Tryptophan	TSB2/TRP2	TRYPTOPHAN SYNTHASE BETA-SUBUNIT 2	−3.69	AT4G27070.1	comp79735_c0
biosynthesis	TSBTYPE2	TRYPTOPHAN SYNTHASE BETA TYPE 2	1.31	AT5G38530.1	comp76554_c0
Auxin	CYP79B2	CYTOCHROME P450, FAMILY 79	−4.59	AT4G39950.1	comp78594_c0
biosynthesis	CYP83B1	CYTOCHROME P450, FAMILY 83	−2.28	AT4G31500.1	comp82508_c1
	TAA1	TRYPTOPHAN AMINOTRANSFERASE ARABIDOPSIS1	4.73	AT1G70560.1	comp56536_c0
	YUC4	YUCCA 4	2.37	AT5G11320.1	comp74711_c0
	YUC9	YUCCA 9	3.12	AT1G04180.1	comp73458_c0
Auxin response	ARF2	AUXIN RESPONSE FACTOR 2	−1.16	AT5G62000.3	comp82702_c0
factors	ARF5	AUXIN RESPONSE FACTOR 5	1.86	AT1G19850.1	comp81090_c0
	ARF6	AUXIN RESPONSE FACTOR 6	1.05	AT1G30330.1	comp81172_c0
	ARF16	AUXIN RESPONSE FACTOR 16	−1.34	AT4G30080.1	comp72272_c0
	ARFP	AUXIN-RESPONSIVE FAMILY PROTEIN	−1.68	AT5G35735.1	comp76581_c1
Auxin response	IAA19	INDOLE-3-ACETIC ACID INDUCIBLE 19	2.07	AT3G15540.1	comp65987_c0
	IAA26	INDOLE-3-ACETIC ACID INDUCIBLE 26	1.49	AT3G16500.1	comp76858_c0
	IAA29	INDOLE-3-ACETIC ACID INDUCIBLE 29	−1.86	AT4G32280.1	comp68748_c0
	LRP1	LATERAL ROOT PRIMORDIUM 1	3.26	AT5G12330.4	comp80582_c0
	SAUR32	SMALL AUXIN UPREGULATED RNA 32	−1.92	AT2G46690.1	comp72184_c0
	SAUR55	SMALL AUXIN UPREGULATED RNA 55	−1.42	AT5G50760.1	comp76265_c0
	SAUR59	SMALL AUXIN UPREGULATED RNA 59	−1.34	AT3G60690.1	comp73582_c0
Auxin	LAX2	LIKE AUXIN RESISTANT 2	1.84	AT2G21050.1	comp74023_c1
transporters	LAX3	LIKE AUXIN RESISTANT 3	1.01	AT1G77690.1	comp78151_c1
	PID	PINOID	2.01	AT2G34650.1	comp81377_c0
	PIN1	PIN-FORMED 1	1.82	AT1G73590.1	comp75801_c0
	PIN1	PIN-FORMED 1	1.38	AT1G73590.1	comp80021_c0
	ABCB19	ATP-BINDING CASSETTE B19	2.39	AT3G28860.1	comp83655_c0
Auxin conjugate	IAR3	IAA-ALANINE RESISTANT 3	−1.95	AT1G51760.1	comp74098_c0
metabolism	ILL6	IAA-LEUCINE RESISTANT (ILR)-LIKE GENE 6	−1.30	AT1G44350.1	comp77344_c0
Strigolactone	MAX1	MORE AXILLARY BRANCHES 1/CYTOCHROME P450	0.64	AT2G26170.1	comp73668_c0
biosynthesis	MAX3	MORE AXILLARY BRANCHES 3	1.52	AT2G44990.1	comp68151_c0
Strigolactone sig.	MAX2	MORE AXILLARY BRANCHES 2	−0.28	AT2G42620.1	comp84166_c0

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

### Glyphosate-treatment impacts molecular mechanisms regulating the shoot apical meristem

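Most cytosolic ribosomal proteins and histones with a plant best hit rose in the shoots from glyphosate-treated plants, while plastid ribosomal proteins and aquaporins went both ways. Of 142 cytosolic ribosomal proteins with a plant best hit, 125 rose, 4 fell and 13 did not pass (126 higher and 5 lower when adjusted over the list alone). Ribosomal proteins L5 and L17 rose by log2 fold changes of 1.72 and 1.61, and an L12 component by 4.56. Of 30 histones, which package newly made DNA, 23 rose, 3 fell and 4 did not pass, also over the list alone, with 2 components of H2AX at 2.44 and 2.03. The 4 components of H3.3 divided, at 1.97, 1.53, -0.30 and -0.72, the last 3 chosen after their values were seen. Of 18 expansins, which loosen cell walls, 10 rose, 3 fell and 5 did not pass, and of 16 xyloglucan endotransglucosylases, which rejoin wall polymers, 10 rose, 2 fell and 4 did not pass, with no change in these counts over the list alone. EXPANSIN A4 rose from 20.3 ± 1.90 to 91.7 ± 14.4 CPM (SD, n = 4), with a log2 fold change of 2.17 (standard error 0.0967, adjusted p = 2.85e-109 from edgeR's quasi-likelihood test). Of 23 aquaporins, which carry water across membranes, 10 rose, 4 fell and 9 did not pass, also over the list alone, and the tonoplast aquaporin TIP1-1 had a log2 fold change of 1.64. Camera's set test with its preset correlation of 0.01 ranked these lists higher than other components, but with an estimated correlation the adjusted p = 0.0710 for ribosomal proteins, adjusted p = 0.218 for histones, adjusted p = 0.105 for expansins, adjusted p = 0.118 for xyloglucan endotransglucosylases and adjusted p = 0.229 for aquaporins. Over 89 lists, 49 passed with the preset correlation and 2 with an estimated one, the lists of DNA replication and of the shoot meristem. The 89 include lists made from the paper's tables, whose members the study chose on these samples, so the 49 are not all independent evidence. Of 44 plastid ribosomal proteins 9 rose, 15 fell and 20 did not pass (10 higher and 16 lower when adjusted over the list alone), and their median log2 fold change was -0.14 (adjusted p = 0.840 in camera's set test, adjusted p = 0.976 with an estimated correlation). The number that fell depended on the fit, at 9 without glyphosate replicate 1, 25 without glyphosate replicate 4, 8 in DESeq2 and 4 with limma on log2(TPM + 0.5). Cytosolic ribosomal proteins and histones with an animal best hit fell or did not pass. Of 111 such ribosomal proteins 81 fell, 30 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, and of 7 such histones 5 fell, 2 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, though 2 rose with limma on log2(TPM + 0.5) and on log2(TPM + 0.1). Over the list alone 83 and 5 fell, and these lists had an adjusted p = 0.152 and adjusted p = 0.267 with an estimated correlation.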

Sub-network enrichment analysis (SNEA) identified numerous over-represented ontologies among transcripts with increased or decreased abundance (see Additional file 4) in aerial shoots derived from crown buds of glyphosate-treated plants. An overview of the SNEA data indicated that hubs associated with increased transcript abundance are involved with numerous processes (e.g., cell cycle, cell differentiation and proliferation, cytokinesis, DNA replication, organ formation), proteins (e.g., ASYMMETRIC LEAVES1/2, CLAVATA3, CUP-SHAPED COTYLEDON1/2, E2F TRANSCRIPTION FACTOR, KNOTTED-LIKE FROM ARABIDOPSIS THALIANA1, SHOOT MERISTEMLESS, WUSCHEL), and small molecules (i.e., brassinolide, cytokinin) associated with shoot apical meristem (SAM) maintenance. However, with the exception of the process ‘stem growth’ (see Additional file 4), most hubs associated with decreased transcript abundance are involved in stress responses (e.g., apoptosis, photoinhibition, protein degradation, ROS generation, and virulence and xenobiotic clearance).

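Genes that drive cell division and genes that keep the shoot meristem were higher together in the glyphosate samples. Of 22 cyclins and cyclin-dependent kinases, 19 rose, 1 fell and 2 did not pass, with no change over the list alone, and their median log2 fold change was 2.02 (adjusted p = 5.01e-26 in camera's set test, adjusted p = 0.0783 with an estimated correlation). Of 13 components of DNA replication, 8 rose, 5 did not pass and none fell (1 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma-voom), though 1 fell on plant-hit components alone. Over the list alone 9 rose, and the set passed camera's test in both forms (adjusted p = 1.70e-08 in camera's set test, adjusted p = 0.0329 with an estimated correlation). The sliding clamp PCNA1 rose from 19.9 ± 6.07 to 93.7 ± 8.41 CPM (SD, n = 4), and a component of the licensing factor CDT1a had a log2 fold change of 2.71. Components of topoisomerase 2 rose at 3.05, 1.20 and 1.08. The 5 components of the list that did not pass all have topoisomerase 2 as best hit as well, at -1.43 to 2.27. Of 9 components of mitosis and cytokinesis 8 rose and 1 fell, also over the list alone (adjusted p = 3.22e-10 in camera's set test, adjusted p = 0.105 with an estimated correlation), among them the cell plate syntaxin KNOLLE, with a log2 fold change of 2.66 (standard error 0.117, adjusted p = 2.92e-111 from edgeR's quasi-likelihood test). Of 14 kinesins with a plant best hit, 10 rose, 4 did not pass and none fell even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, also over the list alone (adjusted p = 2.66e-09 in camera's set test, adjusted p = 0.129 with an estimated correlation). Among 32 components of the shoot meristem and organ boundaries, 19 rose, 2 fell and 11 did not pass (21 higher and 3 lower when adjusted over the list alone), with a median of 1.01, or 0.79 with components at 0 in a group at their bound (adjusted p = 3.48e-11 in camera's set test, adjusted p = 0.0329 with an estimated correlation). Of 4 components of the organ growth gene AINTEGUMENTA 3 rose, at 2.26, 2.07 and 1.57, and 1, chosen after its values were seen, fell at -0.52. The other component of this list that fell was the receptor CLAVATA2 (comp57707_c0), also chosen after its values were seen, at -2.59 (standard error 0.566, adjusted p = 2.88e-05), and with limma on log2(TPM + 0.5) it alone of the 2 fell. PROTODERMAL FACTOR 1 of the outer cell layer rose by 2.82. ASYMMETRIC LEAVES1 (comp65898_c0) and ASYMMETRIC LEAVES2 (comp77118_c0), which repress meristem genes in leaves, had log2 fold changes of 0.83 and 2.00. Of the boundary factors, CUP-SHAPED COTYLEDON2 (comp56401_c0) rose by 3.51, and CUP-SHAPED COTYLEDON1 (comp78663_c0) did not pass at -0.46 (adjusted p = 0.0882 from edgeR's quasi-likelihood test), but was called lower with edgeR's count filter at -0.47, without glyphosate replicate 3 at -0.60 and, in a fit added after the data were seen, on plant-hit components alone at -0.56. The E2F factors of DNA synthesis divided. The atypical factors E2FE (comp75731_c0) and E2FF (comp73443_c0) had 1.92 and 2.17, and E2FC (comp75917_c0) had 1.26 with overlapping groups. E2FB (comp79575_c0) was lower at -0.34, with no call under limma on log2(TPM + 0.5), where it had -0.19, under log2(TPM + 0.1) or without glyphosate replicate 2. E2FA (comp81346_c0) did not pass at 0.33, was called higher in 6 alternatives, among them TMM at 0.38 and DESeq2 at 0.33, and had -0.30 without a call in that limma fit. CLAVATA3, SHOOT MERISTEMLESS, WUSCHEL and KNAT1 of Arabidopsis are not among the best hits listed. Of 16 components of leaf polarity, 12 rose, 1 fell and 3 did not pass (13 higher and 2 lower when adjusted over the list alone), with YABBY 1 at 1.80 (adjusted p = 1.70e-08 in camera's set test, adjusted p = 0.0566 with an estimated correlation).

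**Figure D2:**
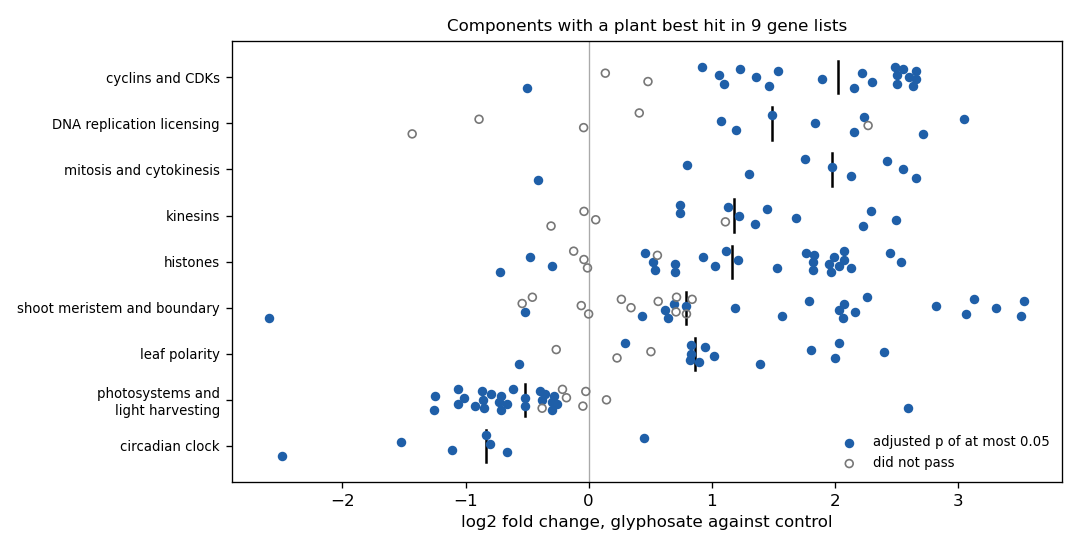
Log2 fold change of glyphosate against control samples (horizontal axis) for each component with a plant best hit in 9 gene lists, with filled points for an adjusted p of at most 0.05, open points for the rest, components at 0 in a group at their bound and a black bar at each list's median. The bar lies at 2.02 for cyclins and cyclin-dependent kinases and at -0.52 for photosystems and light harvesting.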

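Among stress-related groups with a plant best hit, more WRKY factors and photosystem proteins fell than rose, and more proteasome subunits, peroxidases, heat shock proteins and components of salicylate and defence rose than fell. Of 56 WRKY transcription factors, which act in defence and senescence, 25 fell, 6 rose and 25 did not pass (7 higher and 26 lower when adjusted over the list alone). WRKY33 fell from 159 ± 41.5 to 43.6 ± 7.83 CPM (SD, n = 4), and WRKY41 and WRKY57 had log2 fold changes of -2.22 and -1.78. The list's median was -0.63, or -0.58 at bounds (adjusted p = 2.59e-05 in camera's set test, adjusted p = 0.218 with an estimated correlation). Of 31 photosystem and light-harvesting proteins, 24 fell, 1 rose and 6 did not pass, also over the list alone (adjusted p = 1.35e-05 in camera's set test, adjusted p = 0.476 with an estimated correlation). PSBS, which protects photosystem II from excess light, had a log2 fold change of -1.25 (standard error 0.0919, adjusted p = 2.32e-40 from edgeR's quasi-likelihood test). The component that rose, comp68073_c0 of the light-harvesting proteins, had the largest change of the list, at 2.60 (standard error 0.0949, adjusted p = 1.73e-161 from the same test). Proteasome subunits, which degrade proteins, divided by best hit. Of 42 with a plant best hit 25 rose, 4 fell and 13 did not pass (26 higher and 4 lower when adjusted over the list alone, adjusted p = 3.69e-06 in camera's set test, adjusted p = 0.355 with an estimated correlation), with subunit alpha 4 at 1.18, whereas of 36 with an animal best hit 28 fell, 8 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, with 31 lower over the list alone (adjusted p = 0.216 with an estimated correlation). Of 50 peroxidases of plants, 16 rose, 10 fell and 24 did not pass (17 higher and 10 lower when adjusted over the list alone), and of 4 with an animal best hit 2 fell, 2 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom. Of 49 heat shock proteins of plants, 11 rose, 4 fell and 34 did not pass, and of 10 with an animal best hit 6 fell and 1 rose. Of 28 plant components of salicylate and defence, 14 rose, 8 fell and 6 did not pass, with no change over the list alone. In the same samples 22 of 30 cuticle proteins of animals fell, 1 rose and 7 did not pass (23 lower when adjusted over the list alone, adjusted p = 0.178 with an estimated correlation).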

### Phytohormone profiling and abundance of associated transcripts

Many of the aforementioned processes involved in SAM maintenance are regulated by phytohormone signaling and cross-talk [31, 32]. Indeed, previous studies [28] confirmed that pathways associated with phytohormone biosynthesis or signaling are impacted in crown buds of glyphosate-treated plants. To obtain a better understanding for the phenotypes observed in this study (Fig. 1), which could not be attributed to shikimate levels (Fig. 2) or transcripts involved in chorismate biosynthesis (Table 1), we quantified the abundance of phytohormones (see Additional file 5) in the vegetative shoots derived from crown buds of glyphosate-treated and control plants and their correlation to global transcriptome abundance.

### Auxin abundance and associated transcripts

New aerial tissues originating from crown buds of glyphosate-treated plants had an increased abundance of auxins (Fig. 3), mainly represented by biologically active indole-3-acetic acid (IAA) and smaller amounts of IAA-conjugates aspartic acid (IAA-Asp) and glutamic acid (IAA-Glu). Noteworthy, the IAA precursor indole-3-butyric acid (IBA) is present in untreated controls, but was not detectable in tissues derived from treated plants (Fig. 3). Abundance of transcripts involved in the tryptophan biosynthetic pathway (the main precursor of auxin) had varied expression patterns (Table 1). However, with the exception of transcripts homologous to Arabidopsis *TSB2* (AT4G27070, decreased abundance; Table 1) and *TSBTYPE2* (AT5G38530, increased abundance; Table 1), the majority of transcripts involved in tryptophan biosynthesis did not show significant changes in aerial tissues derived from crown buds of glyphosate-treated plants (see Additional file 2).

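Tryptophan synthesis showed a large fall in a tryptophan synthase component and large or small rises in others. TSB2, the beta subunit that makes tryptophan from indole, was at 7.74 ± 2.61 CPM in the controls and 0.585 ± 0.205 in the glyphosate samples (SD, n = 4), with a log2 fold change of -3.68 (standard error 0.235, adjusted p = 1.51e-53 from edgeR's quasi-likelihood test). TSBTYPE2 had a log2 fold change of 1.31 (standard error 0.225, adjusted p = 4.99e-08) from the same test. Its best hit is the beta chain 2 of a bacterium. The anthranilate synthase component I-1, the entry enzyme of the route, rose by 2.73 (adjusted p = 3.42e-46 from the same test), from 1.51 ± 0.591 to 10.0 ± 2.16 CPM. A further component with TSB2 of Arabidopsis as best hit had 0.26 (adjusted p = 0.0142 from edgeR's quasi-likelihood test) with overlapping groups, and did not pass when glyphosate replicate 3, control replicate 2 or control replicate 3 was left out, nor on plant-hit components alone. Of 8 components of tryptophan synthesis, 2 rose, 1 fell and 5 did not pass, also when adjusted over the list alone. Among those that did not pass, an anthranilate synthase component was at 0 in all controls and had 0.0659 CPM in the glyphosate samples.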

**Fig. 3:**
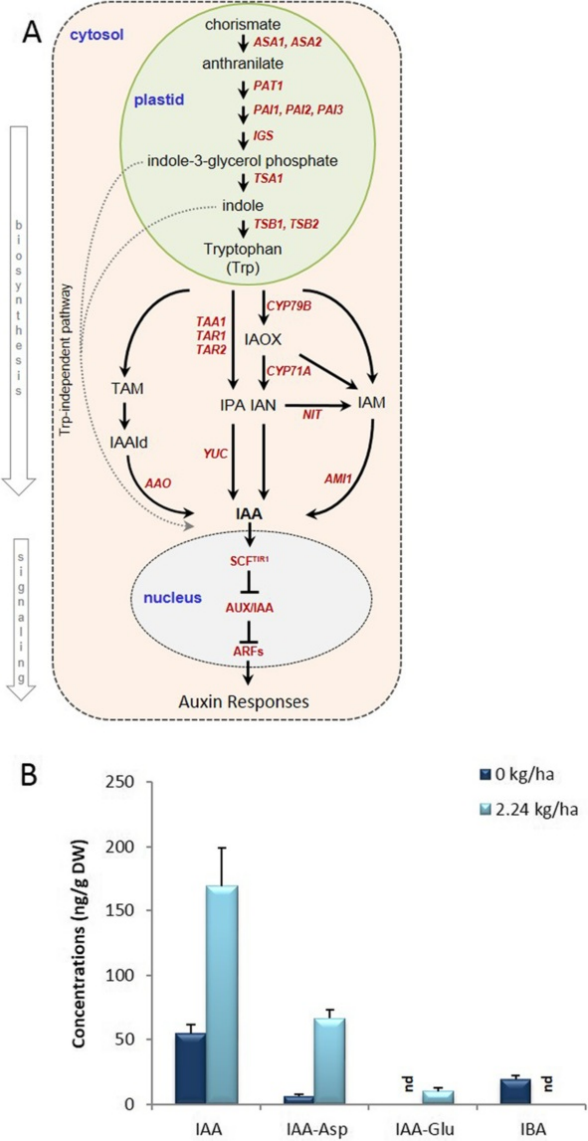
Simplified auxin biosynthesis and signaling pathway in plants, and abundance of auxin profiles in aerial tissues derived from crown buds of glyphosate-treated leafy spurge. (**a**) Two major pathways have been proposed for auxin biosynthesis in plants, i.e., tryptophan (Trp)-dependent and -independent pathways. Several Trp-dependent auxin biosynthesis pathways have been proposed, i.e. the tryptamine (TAM), the indole-3-pyruvic acid (IPA), the indole-3-acetaldoxime (IAOX), and the indole-3-acetamide (IAM) pathways. Indole-3-glycerol phosphate is the branching point of the Trp-independent route. Red italic text indicates the genes involved in particular step/s of the pathway. (**b**) Abundance of bioactive auxins (IAA, IBA) and auxin conjugates (IAA-Asp, IAA-Glu) in aerial tissues derived from crown buds of glyphosate-treated plants. Data represent the mean of four biological replicates obtained from lyophilized tissue (DW), ‘nd’ indicates ‘not detectable’; vertical bars indicate ± SE of the mean

Tryptophan-dependent IAA biosynthesis is proposed to diverge into four pathways in plants [33, 34], which include the indole-3-acetamide (IAM), the indole-3-pyruvic acid (IPA), the tryptamine (TAM), and the indole-3-acetaldoxime (IAOX) pathways (Fig. 3). In subsequent-generations of aerial shoots obtained from crown buds of glyphosate-treated plants, transcripts homologous to Arabidopsis genes involved in the IPA pathway had increased abundance (*TAA1*, *YUC4*, *YUC9*; Table 1), whereas transcripts involved in the IAOX (*CYP79B2*, *CYP83B1*; Table 1) pathway had decreased abundance and no significant changes were observed for transcripts in the TAM and IAM pathways. 

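The genes of the IPA pathway in Table 1, which turns tryptophan into auxin by a transaminase and flavin monooxygenases, rose at low levels of expression. TAA1, the transaminase, was at 0.0373 ± 0.0433 CPM in the controls and 1.42 ± 0.228 in the glyphosate samples (SD, n = 4). Its change was a log2 fold change of 5.03 (standard error 0.596, adjusted p = 4.91e-16 from edgeR's quasi-likelihood test). The YUCCA monooxygenases YUC4 and YUC9 had log2 fold changes of 2.37 (standard error 0.241, adjusted p = 1.34e-21) and 3.05 (standard error 0.367, adjusted p = 1.49e-15) from the same test. YUC4 had 1.39 in control replicate 2 and 0.719 to 0.832 in the other control replicates, in CPM. Another member, YUC6, fell, with a log2 fold change of -1.03. For the IAOX pathway, CYP83B1 had -2.28 (standard error 0.212, adjusted p = 1.75e-25) from the same test, and a component with CYP83B1 of Arabidopsis as best hit rose by 0.79, from 1311 ± 87.1 to 2263 ± 231 CPM. Of 17 components of auxin synthesis with a plant best hit, 4 rose, 6 fell and 7 did not pass, also when adjusted over the list alone. For the IAM pathway, amidase 1 (comp76641_c0), chosen after its values were seen, had a log2 fold change of 0.04 (standard error 0.0897, adjusted p = 0.740 from the same test), but was called higher with limma on log2(TPM + 0.5) and on log2(TPM + 0.1), at 0.41 in both. The 5 components of auxin synthesis in Table 1 were chosen by the study on these samples, so their directions are not independent evidence. From the rises in the IPA pathway and the fall of CYP79B2, beside its measured auxin levels, the paper proposes that auxin is made through the IPA pathway in these shoots.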

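CYP79B2, a cytochrome P450 that turns tryptophan into indole-3-acetaldoxime in Arabidopsis, was much lower in shoots from glyphosate-treated plants. Its level was 6.06 ± 3.36 CPM in the controls and 0.233 ± 0.173 in the glyphosate samples (SD, n = 4). This is a log2 fold change of -4.62 (standard error 0.298, adjusted p = 1.93e-52 from edgeR's quasi-likelihood test). The controls ranged from 2.77 to 10.6 and the glyphosate samples from 0.0737 to 0.463, so the groups did not overlap. Its best Swiss-Prot hit is a tyrosine N-monooxygenase of sorghum, another member of the CYP79 family.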

Although overexpressing *CYP79B2* in Arabidopsis results in increased levels of free auxin [35], in this study, auxin levels were increased (Fig. 3) even though transcript abundance for a leafy spurge homolog of *CYP79B2* (of the IAOX pathway) was significantly decreased (−4.59 log2-fold; Table 1). Thus, the results presented in this study indicate that auxin is likely synthesized through the IPA pathway in subsequent generations of aerial tissues derived from plants exposed to glyphosate.

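Genes of the auxin response changed in both directions in the shoots from glyphosate-treated plants. ARF5, a response factor needed for organ initiation, rose from 17.5 ± 0.595 to 63.8 ± 12.0 CPM (SD, n = 4), with a log2 fold change of 1.86 (standard error 0.0992, adjusted p = 2.05e-76 from edgeR's quasi-likelihood test). ARF6 and ARF8, both growth-promoting factors, had log2 fold changes of 1.05 and 1.11, while ARF2 and ARF16 had -1.16 and -1.34. Of 19 auxin response factors, 7 rose, 8 fell and 4 did not pass (8 higher and 8 lower when adjusted over the list alone). The component named ARFP had -1.67, and its best hit is the membrane protein AIR12. Among the Aux/IAA repressors IAA19 had 2.07, IAA26 1.48 and IAA29 -1.89, and of 15 such components 7 rose, 4 fell and 4 did not pass (8 higher and 4 lower when adjusted over the list alone). LRP1, a lateral root primordium factor, rose by 3.26, and GH3.1, which conjugates auxin to amino acids, by 0.79. SAUR32, SAUR55 and SAUR59, of a family of small auxin-induced proteins, had -1.92, -1.39 and -1.34. In the family as a whole, of 17 SAUR components 8 rose, 3 fell and 6 did not pass (9 higher and 3 lower when adjusted over the list alone). Of 6 GH3 components 2 rose, 2 fell and 2 did not pass, with the same counts over the list alone. The adjusted p values of the named components lay between 6.94e-184 and 5.96e-06 in edgeR's quasi-likelihood test.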

The increased abundance of auxin and/or its conjugates in response to glyphosate correlates well with the significant changes observed for transcripts homologous to Arabidopsis genes involved in auxin responses, which have either increased (*ARF5*, *ARF6*, *GH3.1*, *IAA19*, *IAA26*, *LRP1*) or decreased (*ARF2*, *ARF16*, *ARFP*, *IAA29*, *SAUR32*, *SAUR55*, *SAUR59*) abundance (Table 1). 

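The auxin carriers of Table 1 and a kinase that directs them were higher in the glyphosate samples. ABCB19, an efflux carrier of the ABC family, rose from 39.4 ± 4.43 to 207 ± 41.5 CPM (SD, n = 4), with a log2 fold change of 2.39 (standard error 0.0944, adjusted p = 5.36e-139 from edgeR's quasi-likelihood test). The influx carriers LAX2 and LAX3 had log2 fold changes of 1.84 (standard error 0.145, adjusted p = 1.94e-35) and 1.01 (standard error 0.0912, adjusted p = 3.17e-27) from the same test. LAX2 had 7.28 in control replicate 1 and 2.52 to 3.31 in the other control replicates, in CPM. PID, a protein kinase of auxin transport, had 2.02 (standard error 0.152, adjusted p = 6.63e-39). Of 15 components of auxin transport with a plant best hit, 9 rose, 1 fell and 5 did not pass (10 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 1.31, or 0.97 with components at 0 in a group at their bound (adjusted p = 4.99e-06 in camera's set test, adjusted p = 0.102 with an estimated correlation). The 6 transporters of Table 1, all higher, were chosen by the study on these samples and are not independent evidence of a direction. Components of auxin conjugate metabolism in Table 1, IAR3 and ILL6, which release auxin from its conjugates, had -1.94 and -1.30.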

Other homologs of interest included several auxin transporters (*ABCB19*, *LAX2*, *LAX3*, *PID*, *PIN1*), which have a significant increase in transcript abundance. Although strigolactone abundance was not measured in this study, several homologs of transcripts involved in strigolactone biosynthesis (*MAX1* and *MAX3*) were increased; whereas, abundance of transcript involved in downstream strigolactone signaling (*MAX2*) was decreased. 

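Strigolactone synthesis genes were higher and the signalling gene was slightly lower. MAX3, the carotenoid cleavage dioxygenase CCD7, rose from 3.67 ± 0.885 to 10.5 ± 1.39 CPM (SD, n = 4), with a log2 fold change of 1.52 (standard error 0.158, adjusted p = 1.48e-20 from edgeR's quasi-likelihood test). MAX1, the cytochrome P450 that oxidizes carlactone, had a log2 fold change of 0.64 (standard error 0.149, adjusted p = 1.10e-04) from the same test, with 7.50 in control replicate 3 and 5.34 to 5.51 in the other control replicates, in CPM. MAX2, the F-box protein of the signalling complex, had -0.28 (standard error 0.0974, adjusted p = 0.0146) from the same test. MAX2 did not pass with TMM scaling, where the log2 fold change was -0.23 (adjusted p = 0.0532), nor without glyphosate replicate 3 at -0.23 or control replicate 4 at -0.24, nor with limma on log2(TPM + 0.5) and log2(TPM + 0.1), and its adjusted p ran from 0.00463 to 0.365 over the alternatives of edgeR, DESeq2 and limma. Of 5 components of strigolactones and branching, 4 rose, 1 did not pass and none fell even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, also when adjusted over the list alone (adjusted p = 1.89e-06 in camera's set test, adjusted p = 0.0778 with an estimated correlation). They include 2 components of TCP12, a factor of the TB1 type that restrains axillary buds in Arabidopsis, with log2 fold changes of 3.39 and 3.70.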

Strigolactones can inhibit branching by depleting auxin transporters such as PIN1 [31, 32]. Thus, assuming these transcripts perform similar function in leafy spurge, the increased abundance of a transcript homologous to Arabidopsis *PIN1* (Table 1), along with the increased branching observed in response to glyphosate treatment (Fig. 1) suggest that strigolactone biosynthesis or signaling are negatively impacted.

### Cytokinins and cell division

Aerial shoots derived from crown buds of foliar glyphosate-treated plants were more abundant in precursors (c-ZR, t-ZR, dhZR, iPR) and bioactive cytokinins (t-Z, dhZ) than untreated controls (Fig. 4). Although larger amounts of c-ZOG (a cytokinin catabolism product of c-Z) were present in control plants, a significant level of c-ZOG was also observed in glyphosate-treated plants. 

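Genes of cytokinin synthesis changed in both directions. IPT3, which makes the first precursor of isoprenoid cytokinins, rose from 0.959 ± 0.217 to 3.95 ± 0.678 CPM (SD, n = 4), with a log2 fold change of 2.02 (standard error 0.249, adjusted p = 6.63e-15 from edgeR's quasi-likelihood test), and a further IPT3 component had a log2 fold change of 1.36. ADENOSINE KINASE 2 and the adenine phosphoribosyltransferases APT2 and APT4, which salvage purines and can act on cytokinin bases and ribosides, had 1.50, 5.01 and 1.94. LOG proteins, which release the active base from its nucleotide, divided. The LOG5 component comp70636_c0 had 2.39 (standard error 0.307, adjusted p = 1.07e-13) and the more abundant LOG5 component comp74853_c0 -1.79 (standard error 0.0926, adjusted p = 5.06e-81) from the same test. LOG1 and LOG7 had -1.01 and -1.36, and for LOG1 the samples of the 2 groups overlapped. Of 16 components of cytokinin synthesis with a plant best hit, 5 rose, 5 fell and 6 did not pass (6 higher and 6 lower when adjusted over the list alone). The 8 components of Table 2, 5 higher and 3 lower, were chosen by the study on these samples, and their count is not independent evidence.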

Aerial shoots derived from crown buds of glyphosate-treated plants also have increased (*AK2*, *APT2*, *APT4*, *IPT3*, *LOG5*), and decreased (*LOG1*, *LOG5*, *LOG7*) abundance of transcripts homologous to Arabidopsis genes involved in cytokinin biosynthesis (Table 2), which correlates well with the increased abundance of precursor and bioactive cytokinins observed in this study (Fig. 4). Likewise, decreased abundance of transcripts involved in cytokinin metabolism (*CKX3*, *UGT73C1*, *UGT74E2*) are also consistent with the levels of bioactive and catabolized cytokinins. 

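The cytokinin oxidase CKX3 and the glycosyltransferases UGT73C1 and UGT74E2, which inactivate or conjugate hormones, were lower in the glyphosate samples. CKX3 had a log2 fold change of -1.56 (standard error 0.105, adjusted p = 8.81e-48 from edgeR's quasi-likelihood test). It was at 39.1 ± 15.1 CPM in the controls and 13.2 ± 7.62 in the glyphosate samples (SD, n = 4), with 24.6 in glyphosate replicate 1 and 8.46 to 9.91 in the other glyphosate replicates. The standard error is small beside this spread, and leaving out 1 library moved the change over -2.04 to -1.26. UGT73C1 and UGT74E2 had log2 fold changes of -1.01 (standard error 0.117, adjusted p = 8.88e-17) and -1.49 (standard error 0.308, adjusted p = 9.70e-06) from the same test. Of 6 cytokinin oxidases with a plant best hit, 3 rose and 3 fell, also when adjusted over the list alone. The oxidases that rose include CKX1, with the largest change at 3.36, and CKX7 at 0.75, and CKX5 was among those that fell at -0.41, where limma on log2(TPM + 0.1) gave -0.30 and no call.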

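Response genes of the cytokinin pathway changed in both directions in the shoots from glyphosate-treated plants. The phosphotransfer protein AHP1, which relays the signal from receptors, rose from 9.15 ± 1.13 to 33.5 ± 4.49 CPM (SD, n = 4), with a log2 fold change of 1.87 (standard error 0.112, adjusted p = 6.82e-60 from edgeR's quasi-likelihood test). The response regulator ARR3, of the type that cytokinin induces, had a log2 fold change of 2.35 (standard error 0.134, adjusted p = 1.17e-66), and the histidine kinase AHK5 had -1.85 (standard error 0.284, adjusted p = 6.42e-10), from the same test. Of 8 response regulators of type A, 4 rose, 4 did not pass and none fell even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, though 1 fell on plant-hit components alone. Adjusted over the list alone 6 rose, with ARR9 at 1.59 and ARR17 at 2.77. The list's median log2 fold change was 1.99 (adjusted p = 1.40e-04 in camera's set test, adjusted p = 0.0783 with an estimated correlation).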

Transcripts responsive to cytokinins had both increased (*AHP1*, *ARR3*) or decreased (*AHK5*) abundance. Because cytokinins also play a positive role in branching [31], cell division [36], and regulation of auxin synthesis in Arabidopsis [37], the abundance of bioactive cytokinins in a subsequent generation of aerial tissue may also have some bearing on the glyphosate-induced increased branching and abundance of transcripts homologous to Arabidopsis genes involved in the cell cycle (*CDC2A*, *CDKB1*;*2*, *CYC1B*, *CYCA3*;*2*, *CYCA3*;*4*, *CYCB1*;*4*, *CYCB3*;*1*, *CYCD1*;*1*, *CYCD3*;*1*) in this study (Table 2).

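All 11 cell cycle components of Table 2 were higher in the glyphosate samples, in a range of 1.23 to 2.66 on the log2 scale. CDKB1;2, a kinase of the entry into mitosis, rose from 5.36 ± 2.22 to 33.9 ± 5.96 CPM (SD, n = 4), with a log2 fold change of 2.66 (standard error 0.121, adjusted p = 3.33e-104 from edgeR's quasi-likelihood test). CDC2A, the main kinase of the plant cell cycle, had a log2 fold change of 1.36 (standard error 0.0929, adjusted p = 1.21e-46) from the same test. The mitotic cyclins CYC1B, CYCB1;4 and CYCB3;1 had 2.65, 2.55 and 2.22. Among cyclins of the S phase, CYCA3;2 had 2.50 and CYCA3;4 2.64. The D-type cyclins CYCD1;1 and CYCD3;1, which link division to growth signals, had 1.23 and 1.54. Every glyphosate sample lay above every control for each of the 11 components. The study chose them on these samples, so the count is not independent evidence of a direction.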

**Fig. 4:**
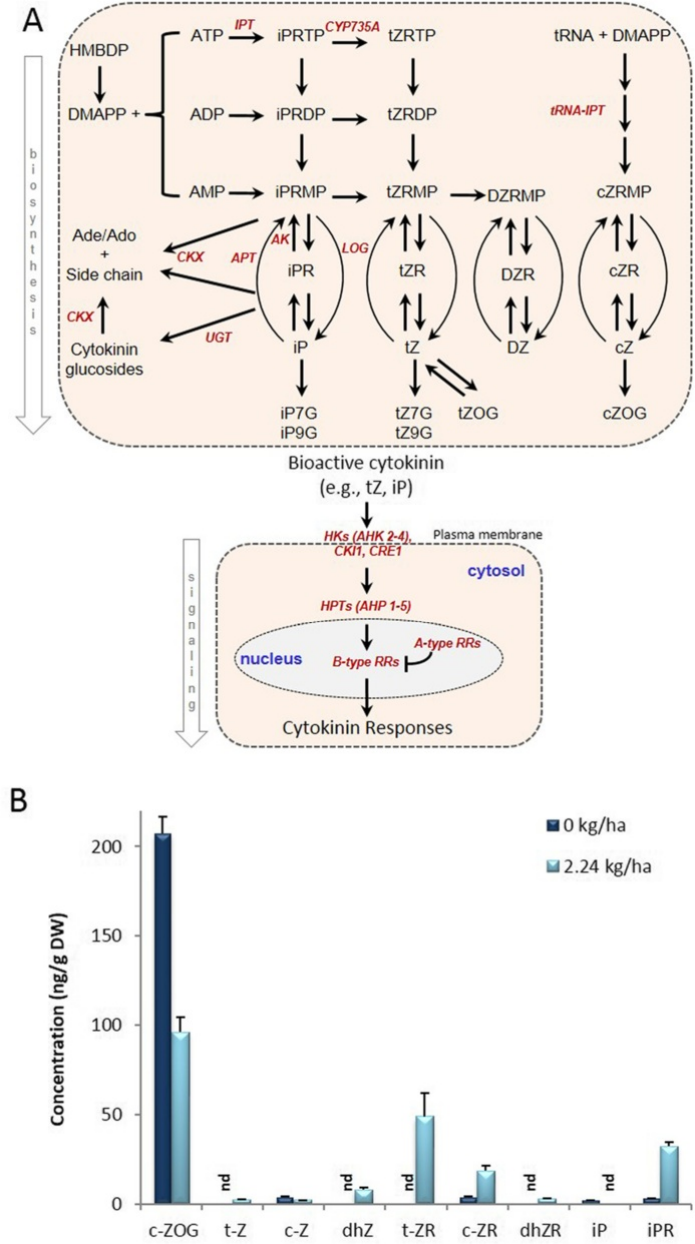
Simplified cytokinin biosynthesis and signaling pathway in plants, and abundance of cytokinin profiles in aerial tissues derived from crown buds of glyphosate-treated leafy spurge. (**a**) Adenosine phosphate-isopentenyltransferase (IPT) catalyzes the first step in the biosynthesis of isoprene cytokinins; dimethylallyl diphosphate (DMAPP) or hydroxymethylbutenyl diphosphate (HMBDP) may be used as prenyl donors, and ATP, ADP, or AMP may be used as substrates to produce diverse classes of cytokinins. In cytokinin signaling pathway, hybrid histidine protein kinases (HKs) serve as cytokinin receptors, histidine phosphotransfer proteins (HPTs) transmit the signal from HKs to nuclear response regulators (A- and B-type RRs). Red italic text indicates the genes involved in particular step/s of the pathway. (**b**) Abundance of cytokinin precursors (c-ZR, t-ZR, dZR, iPR), bioactive cytokinins (t-Z, and dhZ), and cytokinin catabolism products (c-Z, c-ZOG) in aerial tissues derived from crown buds of glyphosate-treated plants. Data represent the mean of four biological replicates obtained from lyophilized tissue (DW), ‘nd’ indicates ‘not detectable’; vertical bars indicate ± SE of the mean

**Table 2:** Changes in abundance of transcripts involved in cytokinin biosynthesis/response and cell cycle

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
Cytokinin	AK2	ADENOSINE KINASE 2	1.50	AT5G03300.1	comp71044_c0
biosynthesis	APT2	ADENINE PHOSPHORIBOSYL TRANSFERASE 2	4.94	AT1G80050.1	comp71670_c0
	APT4	ADENINE PHOSPHORIBOSYL TRANSFERASE 4	1.95	AT4G12440.2	comp66282_c0
	IPT3	ISOPENTENYLTRANSFERASE 3	2.04	AT3G63110.1	comp60518_c0
	LOG1	LONELY GUY 1	−1.00	AT2G28305.1	comp62804_c0
	LOG5	LONELY GUY 5	2.35	AT4G35190.1	comp70636_c0
	LOG5	LONELY GUY 5	−1.79	AT4G35190.1	comp74853_c0
	LOG7	LONELY GUY 7	−1.36	AT5G06300.1	comp62804_c1
Cytokinin	CKX3	CYTOKININ OXIDASE 3	−1.56	AT5G56970.1	comp79554_c0
metabolism	UGT73C1	UDP-GLUCOSYL TRANSFERASE 73C1	−1.01	AT2G36750.1	comp66494_c1
	UGT74E2	URIDINE DIPHOSPHATE GLYCOSYLTRANSFERASE 74E2	−1.49	AT1G05680.1	comp70147_c0
Cytokinin	AHK5	HISTIDINE KINASE 5	−1.82	AT5G10720.1	comp78257_c0
response	AHP1	HISTIDINE-CONTAINING PHOSPHOTRANSMITTER 1	1.87	AT3G21510.1	comp68321_c1
	ARR3	ARABIDOPSIS RESPONSE REGULATOR 3	2.35	AT1G59940.1	comp69766_c0
Cell cycle	CDC2A	CELL DIVISION CONTROL 2	1.36	AT3G48750.1	comp73867_c0
	CDKB1;2	CYCLIN-DEPENDENT KINASE B1;2	2.65	AT2G38620.2	comp68143_c0
	CDKB2;2	CYCLIN-DEPENDENT KINASE B2;2	2.49	AT1G20930.1	comp69392_c0
	CYC1B	CYCLIN B 1;2	2.65	AT5G06150.1	comp73117_c0
	CYCA3;2	CYCLIN-DEPENDENT PROTEIN KINASE 3;2	2.45	AT1G47210.2	comp62278_c0
	CYCA3;4	CYCLIN A3;4	2.63	AT1G47230.1	comp80977_c0
	CYCB1;4	CYCLIN B1;4	2.55	AT2G26760.1	comp66390_c0
	CYCB3;1	CYCLIN B3;1	2.22	AT1G16330.1	comp77441_c0
	CYCD1;1	CYCLIN D1;1	1.24	AT1G70210.1	comp79632_c0
	CYCD3;1	CYCLIN D3;1	1.54	AT4G34160.1	comp70052_c0
	CYCD3;2	CYCLIN D3;2	1.46	AT5G67260.1	comp68903_c0

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

### GA abundance and associated transcripts

Total GAs (precursors and catabolites of bioactive GA) were more abundant in aerial shoots derived from crown buds of glyphosate-treated plants (Fig. 5). The GAs detected (i.e., GA19, GA24, GA34, GA53) belong to either the early 13-hydroxylation pathway or to the non-hydroxylation pathway. The increased 13-hydroxylation pathway products G19 and G53 (precursors of biologically active GA1) suggests that some components of the GA biosynthetic pathway are stimulated in subsequent generations of aerial tissues from plants exposed to glyphosate. However, the increased abundance of GA34 (catabolism product of GA4) indicates that bioactive GA4 must have been produced in aerial tissues but is rapidly catabolized. 

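Early genes of gibberellin synthesis changed in both directions. KS, the ent-kaurene synthase, and KO, the ent-kaurene oxidase, had log2 fold changes of 1.39 (standard error 0.258, adjusted p = 5.81e-07) and 1.09 (standard error 0.146, adjusted p = 1.01e-12) from edgeR's quasi-likelihood test. KO was at 5.33 ± 0.524 CPM in the controls and 11.3 ± 2.13 in the glyphosate samples (SD, n = 4). KAO1, the next enzyme of the route, rose by 1.51 from a higher level, 29.6 ± 4.05 CPM in the controls. A copalyl diphosphate synthase component, of the step before KS, had -1.15, and a further ent-kaurene synthase component had -0.92. Of 13 components of gibberellin synthesis, 4 rose, 4 fell and 5 did not pass (5 higher and 4 lower when adjusted over the list alone).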

The increased abundance of GA precursors in response to glyphosate seems consistent with the increased abundance of transcripts homologous to Arabidopsis genes (*KO*, *KS*) involved in early steps of GA biosynthesis. However, the decreased abundance of a transcript homologous to Arabidopsis *GA3OX1* (Table 3) might suggest that downstream biosynthetic steps involved in the conversion of precursors to bioactive GA are inhibited in response to glyphosate. 

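GA3OX1, the enzyme of the last step to bioactive gibberellins, was lower in the glyphosate samples and near the limit of detection in both groups. It was at 0.438 ± 0.273 CPM in the controls and 0.0515 ± 0.0641 in the glyphosate samples (SD, n = 4). This is a log2 fold change of -2.91 (standard error 0.769, adjusted p = 7.75e-04 from edgeR's quasi-likelihood test), and samples of the 2 groups overlapped. Leaving out 1 library moved the change over -3.83 to -2.53. With limma on log2(TPM + 0.5) the change was -0.78 and did not pass (adjusted p = 0.0891), nor did it at log2(TPM + 0.1) with -1.77, and the adjusted p ran from 1.42e-04 to 0.0891 over the alternatives of edgeR, DESeq2 and limma.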

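Gibberellin 2-oxidases, which inactivate gibberellins, changed in both directions, with the larger changes upward. GA2OX2 had a log2 fold change of 2.10 (standard error 0.228, adjusted p = 7.49e-19 from edgeR's quasi-likelihood test). The GA2OX4 components comp67827_c0 and comp76771_c0 had log2 fold changes of 3.23 (standard error 0.441, adjusted p = 2.97e-12) and 1.33 (standard error 0.183, adjusted p = 4.51e-12) from the same test. Leaving out 1 library moved comp67827_c0 over 2.83 to 3.90. GA2OX2 had 1.52 in control replicate 4 and 1.06 to 1.11 in the other control replicates, and the GA2OX4 component comp76771_c0 had 1.72 in control replicate 2 and 2.96 to 3.11 in the other control replicates, in CPM. GA2OX1 had -1.37, with 9.67 in control replicate 4 and 7.09 to 7.16 in the other control replicates, and GA2OX8 had 1.96. Of 11 gibberellin 2-oxidases, 4 rose, 2 fell and 5 did not pass, also when adjusted over the list alone. Their median log2 fold change was 1.57, but 0 with the components at 0 in a group at their bound.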

The increased abundance of transcripts (*GA2OX2*, *GA2OX4*) involved in catabolism of bioactive GA would also correlate well with the lack of bioactive GAs observed in response to glyphosate in this study. Further, transcripts of homologs known to inhibit downstream GA-signaling [38], such as the GRAS family (*SCL28*, *SCL32*) of transcription factors or the related Scarecrow family of transcription factors involved in asymmetric cell division (*SCR*, *SHR*), have increased abundance in response to glyphosate (Table 3).

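Transcription factors of the GRAS family were higher or lower by gene. SCR and SHR, which set asymmetric divisions and the endodermis, had log2 fold changes of 1.41 (standard error 0.112, adjusted p = 1.99e-34) and 1.85 (standard error 0.146, adjusted p = 1.99e-35) from edgeR's quasi-likelihood test. SHR rose from 3.99 ± 0.224 to 14.5 ± 1.82 CPM (SD, n = 4). SCL28, a regulator of the G2 phase, had 2.12, SCL32 1.22 and SCL14, of detoxification responses, -1.52, and for SCL32 samples of the 2 groups overlapped. The gibberellin-regulated peptides GASA6, GASA9 and GASA11 had 3.49, 2.09 and -1.03, where GASA4 is the best hit of the GASA6 component. Of 12 gibberellin receptors and DELLA proteins, which repress gibberellin responses, 2 rose, 1 fell and 9 did not pass, also when adjusted over the list alone. The DELLA component comp75770_c0 had -0.59, and GAI had 0.27, which did not pass without glyphosate replicate 3 at 0.21 or on plant-hit components alone. The other that rose, comp58517_c0, had 0.38 and lost its call in 7 alternatives, also without glyphosate replicate 3, so no rise in this list stands in that fit.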

**Fig. 5:**
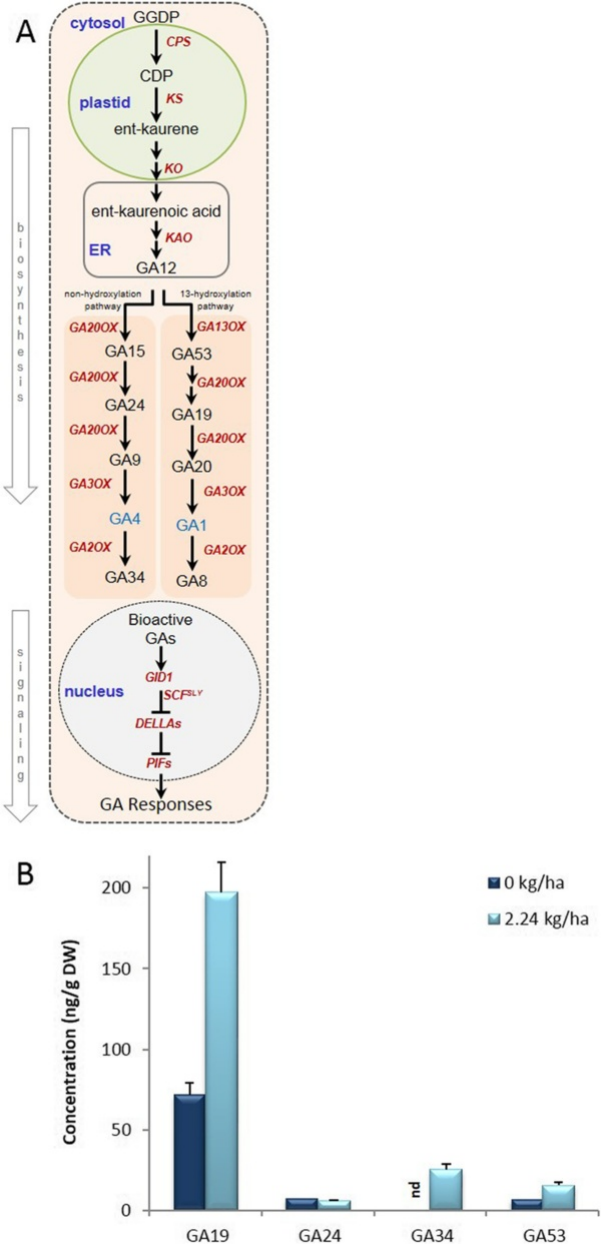
Simplified gibberellic acid (GA) biosynthesis and signaling pathway in plants, and abundance of GA profiles in aerial tissues derived from crown buds of glyphosate-treated leafy spurge. (**a**) GA biosynthesis occurs in three stages in different subcellular compartments: cyclization of geranylgeranyl diphosphate by copalyl diphosphate synthase (CPS) and ent-kaurene synthase (KS) to produce ent-kaurene in the plastids; conversion of ent-kaurene into GA12 via cytochrome P450 monooxygenases (e.g., KO, KAO) in the endoplasmic reticulum (ER); conversion of GA12 to bioactive forms of GA (e.g., GA1 and GA4 indicated with blue text) in the cytosol via 13-hydroxylation pathway or non-hydroxylation pathway. Red italic text indicates the genes involved in particular step/s of the pathway. (**b**) Abundance of GA precursors (GA19, GA24, GA53) and catabolism products (GA34). Data represent the mean of four biological replicates obtained from lyophilized tissue (DW), ‘nd’ indicates ‘not detectable’; vertical bars indicate ± SE of the mean

**Table 3:** Changes in abundance of transcripts involved in GA biosynthesis, catabolism and signaling

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
GA biosynthesis	GA3OX1	GIBBERELLIN 3-OXIDASE 1	−2.73	AT1G15550.1	comp57360_c0
	KO/CYP701A3	ENT-KAURENE OXIDASE 1	1.09	AT5G25900.1	comp77748_c0
	KS	ENT-KAURENE SYNTHASE	1.38	AT1G79460.1	comp72406_c0
GA catabolism	GA2OX1	GIBBERELLIN 2-OXIDASE 1	−1.38	AT1G78440.1	comp70621_c1
	GA2OX2	GIBBERELLIN 2-OXIDASE 2	2.07	AT1G30040.1	comp72361_c0
	GA2OX4	GIBBERELLIN 2-OXIDASE 4	3.20	AT1G02400.1	comp67827_c0
	GA2OX4	GIBBERELLIN 2-OXIDASE 4	1.33	AT1G02400.1	comp76771_c0
GA mediated	GASA6	GA-STIMULATED ARABIDOPSIS 6	3.50	AT1G74670.1	comp69402_c0
signaling	GASA9	GA-STIMULATED ARABIDOPSIS 9	2.10	AT1G22690.3	comp64133_c0
	GASA11	GA-STIMULATED ARABIDOPSIS 11	−1.02	AT2G18420.1	comp74978_c0
	SCL14	SCARECROW-LIKE 14	−1.52	AT1G07530.1	comp81394_c0
	SCL28	SCARECROW-LIKE 28	2.11	AT1G63100.1	comp83623_c0
	SCL32	SCARECROW-LIKE 32	1.18	AT3G49950.1	comp65814_c0
	SCR	SCARECROW	1.41	AT3G54220.1	comp80927_c1
	SHR	SHORT ROOT	1.85	AT4G37650.1	comp70203_c1

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

### ABA abundance and associated transcripts

Bioactive ABA levels were similar in subsequent generations of aerial tissues derived from crown buds of foliar glyphosate-treated and control plants (Fig. 6). The only significant changes observed in response to glyphosate occurred for the main ABA metabolism pathway through 8’-hydroxylation (Fig. 6), which leads to inactive phasic acid (PA) production and its conversion to diphaseic acid (DPA), and the secondary catabolism pathway leading to conjugation of ABA (ABAGE). 

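Genes of abscisic acid synthesis with a plant best hit were lower or did not pass, and the rises were in components named after ABA2 and NCED3. Of 19 components of the route, 9 fell, 10 did not pass and none rose (1 at an unadjusted p under 0.05, 0 in DESeq2 and 0 in limma-voom), also when adjusted over the list alone (adjusted p = 6.23e-04 in camera's set test, adjusted p = 0.0861 with an estimated correlation). Zeaxanthin epoxidase, the enzyme of an early step, fell from 855 ± 39.3 to 242 ± 43.0 CPM (SD, n = 4), with a log2 fold change of -1.82 (standard error 0.0922, adjusted p = 1.42e-84 from edgeR's quasi-likelihood test). An abscisic aldehyde oxidase had -0.95. AAO4 had -1.32 (standard error 0.318, adjusted p = 1.82e-04) from the same test, with 0.970 CPM in control replicate 1 and 1.96 to 2.05 in the others, and did not pass with limma on log2(TPM + 0.5), where it had -0.76, or on log2(TPM + 0.1). The paper's table lists 3 components as ABA2, the xanthoxin dehydrogenase. The component whose best hit is ABA2 of Arabidopsis had -1.06, and the others, with secoisolariciresinol dehydrogenases as best hits, had 1.90 and 4.67. The component named NCED3 had 2.27 (standard error 0.309, adjusted p = 2.62e-12) from the same test and the carotenoid cleavage dioxygenase CCD1 as best hit. A component with NCED3 of Arabidopsis as best hit, comp78626_c0, chosen after its values were seen, had 0.34 (adjusted p = 0.244 from the same test).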

Some transcripts homologous to Arabidopsis genes involved in ABA biosynthesis had both increased (*ABA2*, *NCED3*) and decreased (*AAO4*) abundance (Table 4) but did not seem to impact the abundance of bioactive ABA observed in treated or control plants. However, the decrease in abundance of transcripts involved in ABA catabolism (e.g., *CYP707A3*, *UGT71B1*) would be consistent with the decreased abundance of the ABA catabolites DPA and PA in glyphosate-treated plants. 

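The components listed for abscisic acid catabolism in Table 4 were lower in the shoots from glyphosate-treated plants, while most components with an abscisic acid 8'-hydroxylase as best hit did not pass. CYP707A3, named after the 8'-hydroxylase of the main pathway, had no counts in any glyphosate sample and 0.774 ± 0.0548 CPM in the controls (SD, n = 4), at least 15.3-fold lower. Its adjusted p was 1.11e-10 in edgeR's quasi-likelihood test, and its best hit is an ent-kaurenoic acid oxidase. It had 0.693 in control replicate 1 and 0.795 to 0.811 in the other control replicates. UGT71B1, which glucosylates abscisic acid, had log2 fold changes of -1.53 (standard error 0.0933, adjusted p = 1.26e-58) and -1.35 (standard error 0.125, adjusted p = 8.95e-26) in 2 components. Of 6 components with an abscisic acid 8'-hydroxylase as best hit, 2 fell, 4 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, also when adjusted over the list alone, and the most abundant of those that fell had -1.03, with overlapping groups. The 3 components of Table 4 were chosen by the study on these samples and are not independent evidence of a direction.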

Transcripts involved in or responsive to ABA signaling in other systems had both increased (*COR6.6*, *DREB1D*, *PLDALPHA1*, *RCAR10*) and decreased (*ABF1*, *AP2C1*, *CDPK1*) transcript abundance. However, because changes in transcript abundance do not correlate to bioactive ABA levels, it is possible that some or all of these transcripts may be responsive to other phytohormones or stress-responses (see Additional file 2).

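Genes of abscisic acid signalling went both ways. ABF1, a bZIP factor that binds ABA-responsive promoters, fell from 368 ± 30.2 to 80.9 ± 9.73 CPM (SD, n = 4), with a log2 fold change of -2.19 (standard error 0.0927, adjusted p = 2.86e-120 from edgeR's quasi-likelihood test). The protein phosphatase AP2C1 and the calcium-dependent kinase CDPK1 had log2 fold changes of -1.57 and -1.21. COR6.6, a cold-regulated protein, rose by 2.51, PLDALPHA1, a phospholipase D of ABA responses, by 1.37 and the ABA receptor RCAR10 by 2.40. DREB1D, a dehydration response factor, had 1.29 (standard error 0.290, adjusted p = 5.20e-05) from the same test, and samples of the 2 groups overlapped. HB6 had 0.97 (standard error 0.336, adjusted p = 0.0149) from the same test with overlapping groups, and its best hit is ATHB-52. HB6 did not pass without glyphosate replicate 1 at 0.84, without glyphosate replicate 3 at 0.90, without control replicate 2 at 0.77 or without control replicate 4 at 0.76, nor in DESeq2, with limma on log2(TPM + 0.1) or on plant-hit components alone.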

**Figure 6:**
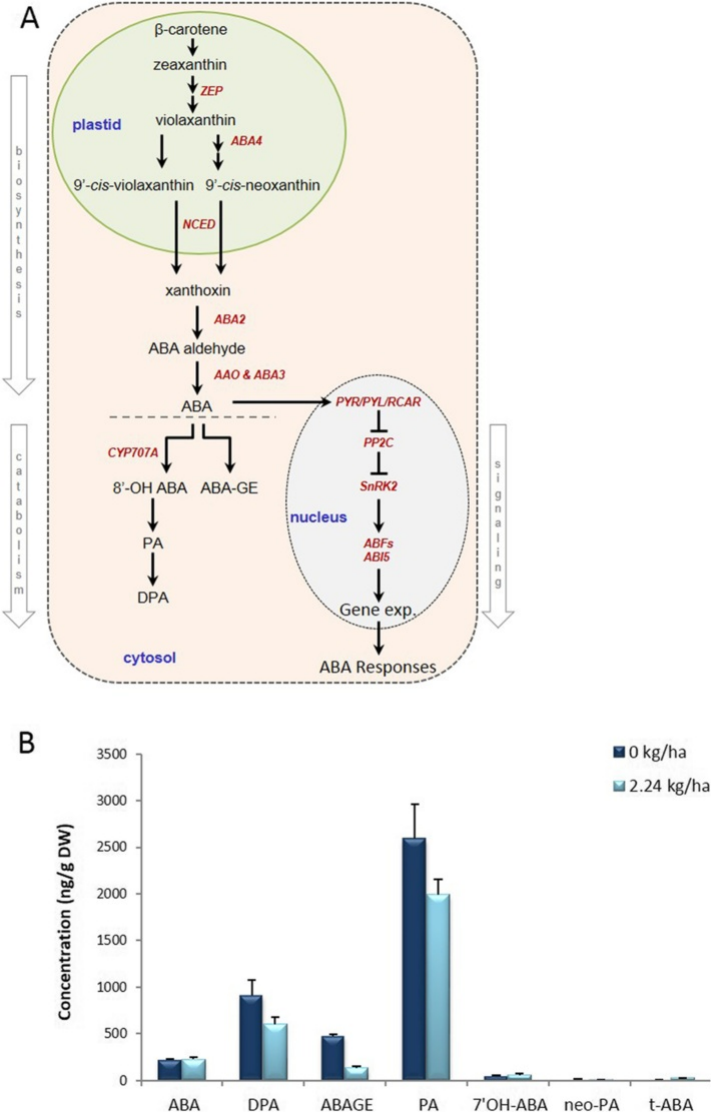
Simplified pathway of abscisic acid (ABA) biosynthesis and signaling in plants, and abundance of ABA profiles in aerial tissues derived from crown buds of glyphosate-treated leafy spurge. (**a**) ABA is synthesized from C40 carotenoids (e.g., β-carotene) via the oxidative cleavage to produce xanthoxin in the plastids; xanthoxin is converted to ABA-aldehyde and then to ABA in the cytoplasm. Red italic text indicates the genes involved in particular step/s of the pathway. (**b**) Abundance of ABA, and its metabolites and conjugates (PA, DPA, ABAGE, 7’OH-ABA, neo-PA, t-ABA). Data represent the mean of four biological replicates obtained from lyophilized tissue (DW); vertical bars indicate ± SE of the mean

**Table 4:** Changes in abundance of transcripts involved in ABA biosynthesis, catabolism and signaling

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
ABA	AAO4	ALDEHYDE OXIDASE 4	−1.31	AT1G04580.1	comp67916_c0
biosynthesis	ABA2	ABA DEFICIENT 2	1.92	AT1G52340.1	comp64618_c0
	ABA2	ABA DEFICIENT 2	−1.06	AT1G52340.1	comp67801_c0
	ABA2	ABA DEFICIENT 2	4.64	AT1G52340.1	comp69765_c0
	NCED3	NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 3	2.27	AT3G14440.1	comp62453_c0
ABA	CYP707A3	CYTOCHROME P450, FAMILY 707	−5.55	AT5G45340.1	comp48367_c0
catabolism	UGT71B1	UDP-GLUCOSYL TRANSFERASE 71B1	−1.35	AT3G21750.1	comp63205_c0
	UGT71B1	UDP-GLUCOSYL TRANSFERASE 71B1	−1.53	AT3G21750.1	comp78910_c1
ABA	ABF1	ABSCISIC ACID RESPONSIVE ELEMENT-BINDING FAC 1	−2.19	AT1G49720.2	comp81822_c0
signaling	AP2C1	PP2C-TYPE PHOSPHATASE	−1.58	AT2G30020.1	comp71725_c1
	CDPK1A	CALCIUM-DEPENDENT PROTEIN KINASE 1A	−1.21	AT1G74740.1	comp82371_c2
	COR6.6	COLD-RESPONSIVE 6.6	2.52	AT5G15970.1	comp63310_c0
	DREB1D	DEHYDRATION-RESPONSIVE ELEMENT-BINDING 1D	1.30	AT5G51990.1	comp72894_c0
	HB6	HOMEOBOX PROTEIN 6	1.07	AT2G22430.1	comp68807_c1
	PLDALPHA1	PHOSPHOLIPASE D ALPHA 1	1.37	AT3G15730.1	comp79335_c0
	RCAR10	REGULATORY COMPONENTS OF ABA RECEPTOR 10	2.37	AT2G38310.1	comp66032_c0

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

### Other phytohormones and growth related processes

Although abundance of ethylene and jasmonic acid (JA) were not quantified in this study, significant changes in abundance of transcripts homologous to Arabidopsis genes involved in biosynthesis or signaling associated with these phytohormones were observed (Table 5). For example, transcripts involved in JA biosynthesis/signaling (*JAR1*, *LOX2*, *WRKY40*, *WRKY50*, *WRKY70*) mainly had decreased abundance (Table 5) but a significant increase in abundance of *ST2A* and *CYP94B1* was observed in response to glyphosate. 

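LOX2 and the WRKY factors of Table 5 were lower, while ST2A and CYP94B1, enzymes that inactivate jasmonate, were higher. The study chose the components of Table 5 on these samples, so these directions are not independent evidence. LOX2, the plastid lipoxygenase of the first step, fell from 470.4 ± 72.4 to 111 ± 22.0 CPM (SD, n = 4) in its most abundant component, with a log2 fold change of -2.09 (standard error 0.0924, adjusted p = 1.81e-110 from edgeR's quasi-likelihood test). Further LOX2 components had log2 fold changes of -2.50 and -2.11, the last with 115 in glyphosate replicate 4 and 83.7 to 86.3 in the other glyphosate replicates, in CPM. The allene oxide synthase AOS of Table 5 had 1.12, and the more abundant allene oxide synthase comp78754_c0 had -1.02. WRKY40, WRKY50 and WRKY70 had -1.93, -2.97 and -1.39. JAR1 had -1.26, and its best hit is an auxin-amido synthetase, GH3.5. ST2A had no counts in any control and 1.56 ± 0.525 CPM in the glyphosate samples, at least 29.6-fold higher (adjusted p = 4.99e-21 from the same test). CYP94B1, which hydroxylates the active jasmonate conjugate, had 1.62 (standard error 0.303, adjusted p = 6.98e-07) from the same test, with 1.06 in control replicate 2 and 0.554 to 0.608 in the other control replicates. Of 16 components of jasmonate synthesis, 2 rose, 7 fell and 7 did not pass, also when adjusted over the list alone (adjusted p = 0.00861 in camera's set test, adjusted p = 0.356 with an estimated correlation). Of 6 jasmonate response components 3 rose, 1 fell and 2 did not pass, also over the list alone, and the repressor TIFY 11B had -0.94 with overlapping groups, and lost its call in DESeq2, limma-voom, both limma fits on log2 TPM, with edgeR's count filter, on plant-hit components alone and without control replicate 4, where it had -0.11. Among the rises, the repressor component comp67372_c0 lost its call in DESeq2, limma-voom and both limma fits on log2 TPM. The same component lost it with the replicate block, without control replicate 2 or 3 and on plant-hit components alone. Without glyphosate replicate 1 it had -0.72 and no call.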

*ST2A* encodes a hydroxyjasmonate sulfotransferase in Arabidopsis, which inactivates the function of JA [39]. Additionally, transcripts involved in ethylene biosynthesis (see Additional file 6) had decreased (*ACS1*, *ACS6*, *ACS10*) and increased (*ACS11*) abundance (Table 5) in subsequent generations of aerial tissue derived from crown buds of glyphosate-treated plants. These aerial tissues also had mixed transcript abundance for ethylene responsive genes; *ERF12*, *ERF13*, *RAP2.3*, *T16I18.10*, and *TINY2* had increased transcript abundance, whereas *ERF1*, *ERF6*, *ERF105*, *ERF110*, and *K22G18.1* had decreased transcript abundance (Table 5). 

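Components that the paper names as ACC synthases, after enzymes that make the precursor of ethylene, went both ways. Their enzyme activity was not tested. ACS10 fell from 124 ± 10.7 to 32.2 ± 11.5 CPM (SD, n = 4), with a log2 fold change of -1.94 (standard error 0.0938, adjusted p = 9.30e-93 from edgeR's quasi-likelihood test). ACS6, which is induced by stress, had a log2 fold change of -1.59 (standard error 0.130, adjusted p = 5.60e-33) from the same test. ACS11 had no counts in any control and 1.04 ± 0.385 CPM in the glyphosate samples, at least 19.8-fold higher (adjusted p = 5.23e-14 from the same test). ACS1 had -2.66 (standard error 0.805, adjusted p = 0.00436) from the same test, with counts in a single glyphosate sample, replicate 4, and overlapping groups. ACS1 did not pass in DESeq2 (adjusted p = 0.0774), with limma on log2(TPM + 0.5) and log2(TPM + 0.1), or without control replicate 2, where its log2 fold change was -2.18, and its adjusted p ran from 1.85e-04 to 0.0983 over the alternatives. Leaving out 1 library moved the change of ACS1 over -5.43 to -2.18. Of 10 components of ethylene synthesis, 4 rose, 3 fell and 3 did not pass, also when adjusted over the list alone. ACC oxidases, of the last step, had -0.89, 0.68 and 1.24. Of 7 components of ethylene perception and signalling, 3 rose, 2 fell and 2 did not pass, also over the list alone, with the receptor ETR1 at 0.50 and EBF1, which marks the factor EIN3 for degradation, at -0.50.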

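Transcription factors of the AP2/ERF family changed in both directions, and more rose than fell. Of 84 components of the family with a plant best hit, 35 rose, 18 fell and 31 did not pass (37 higher and 20 lower when adjusted over the list alone), with a median log2 fold change of 0.47, or 0.43 at bounds (adjusted p = 1.55e-05 in camera's set test, adjusted p = 0.129 with an estimated correlation). CRF2, a factor induced by cytokinin, rose from 2.57 ± 0.877 to 26.2 ± 2.18 CPM (SD, n = 4), with a log2 fold change of 3.34 (standard error 0.141, adjusted p = 1.82e-121 from edgeR's quasi-likelihood test). Among the factors of Table 5, ERF12, RAP2.3 and T16I18.10 had log2 fold changes of 1.68, 1.41 and 1.29, and TINY2 had 1.98 (standard error 0.391, adjusted p = 2.84e-06). ERF13 had 3.24 (standard error 0.530, adjusted p = 8.69e-09), or 2.58 to 4.27 without 1 library, and samples of the 2 groups overlapped. ERF1, a factor of ethylene and jasmonate defence, had -3.49 (standard error 0.613, adjusted p = 1.07e-07) at 0.849 ± 0.488 CPM in the controls. ERF6 and ERF105, both rapid stress responders, had -1.22 and -2.05, ERF110 -1.88 and K22G18.1 -2.07. A RAP2.3 component outside Table 5, comp67387_c0, was more abundant and fell, with -1.63. The 10 factors of Table 5 were chosen by the study on these samples, so their 5 rises and 5 falls are not independent evidence.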

Because exogenous application of ethylene precursor causes a dwarfed phenotype in subsequent generations derived from UABs of leafy spurge [40], the significant changes in ethylene-responsive transcripts suggest that glyphosate likely affected ethylene biosynthesis and/or signaling pathways in UABs of leafy spurge, which could have some effect on the stunted phenotype observed in this study.

**Table 5:** Changes in abundance of transcripts involved in ethylene and JA biosynthesis, metabolism and signaling

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
Ethylene	ACS1	ACC SYNTHASE 1	−2.48	AT3G61510.1	comp63647_c0
biosynthesis	ACS6	ACC SYNTHASE 6	−1.60	AT4G11280.1	comp81533_c0
	ACS10	ACC SYNTHASE 10	−1.94	AT1G62960.1	comp83189_c0
	ACS11	ACC SYNTHASE 11	5.97	AT4G08040.1	comp68485_c0
AP2/ERF TF	ERF1	ETHYLENE RESPONSE FACTOR 1	−3.35	AT3G23240.1	comp63489_c0
	ERF6	ETHYLENE RESPONSIVE ELEMENT BINDING FAC 6	−1.22	AT4G17490.1	comp76450_c0
	ERF12	ERF DOMAIN PROTEIN 12	1.63	AT1G28360.1	comp69972_c0
	ERF13	ETHYLENE-RESPONSIVE ELEMENT BINDING FAC 13	3.33	AT2G44840.1	comp68474_c0
	ERF105	ETHYLENE-RESPONSIVE ELEMENT BINDING FAC 105	−2.05	AT5G51190.1	comp81745_c0
	ERF110	ETHYLENE RESPONSE FACTOR 110	−1.78	AT5G50080.1	comp78763_c0
	K22G18.1	K22G18.1	−1.94	AT5G61890.1	comp52489_c0
	RAP2.3	RELATED TO AP2 3	1.40	AT3G16770.1	comp58768_c0
	T16I18.10	T16I18.10	1.29	AT4G32800.1	comp68841_c0
	TINY2	TINY2	1.95	AT5G11590.1	comp68230_c0
JA biosynthesis	AOS	ALLENE OXIDE SYNTHASE	1.11	AT5G42650.1	comp61253_c0
	LOX2	LIPOXYGENASE 2	−2.50	AT3G45140.1	comp77454_c0
	LOX2	LIPOXYGENASE 2	−2.09	AT3G45140.1	comp79859_c0
	LOX2	LIPOXYGENASE 2	−2.11	AT3G45140.1	comp82248_c0
JA mediated	CYP94B1	CYTOCHROME P450, FAMILY 94	1.62	AT5G63450.1	comp75229_c0
signaling	JAR1	JASMONATE RESISTANT 1	−1.26	AT2G46370.2	comp80290_c0
	WRKY40	WRKY DNA-BINDING PROTEIN 40	−1.94	AT1G80840.1	comp75129_c0
	WRKY50	WRKY DNA-BINDING PROTEIN 50	−2.96	AT5G26170.1	comp62445_c0
	WRKY70	WRKY DNA-BINDING PROTEIN 70	−1.39	AT3G56400.1	comp75789_c1
	ST2A	ARABIDOPSIS THALIANA SULFOTRANSFERASE 2A	6.54	AT5G07010.1	comp85207_c0

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

Some *CYTOCHROME P450 MONOOXYGENASES* (*P450s*) and *UDP*-*GLUCOSYL*/-*GLYCOSYL TRANSFERASES* (*UGTs*) are classified under phytohormone biosynthesis or signaling (Tables 1–5, and Additional file 2). However, numerous other members of these two families represent the largest number of differentially expressed transcripts (see Additional file 2) in subsequent generations of aerial tissues in response to glyphosate. Similarly, numerous *ABC TRANSPORTERS* and *GLUTATHIONE S*-*TRANSFERASES* (*GSTs*) had significant changes in transcript abundance with both increased and decreased patterns (Table 6, and Additional file 2).

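Cytochrome P450s, which oxidize hormones, defence compounds and foreign chemicals, changed about equally in both directions among components with a plant best hit. Of 318 such components, 68 rose, 69 fell and 181 did not pass (68 higher and 71 lower when adjusted over the list alone). A premnaspirodiene oxygenase, of sesquiterpene synthesis, rose from 15.0 ± 2.72 to 103 ± 30.2 CPM (SD, n = 4), with a log2 fold change of 2.78 (standard error 0.0997, adjusted p = 7.41e-168 from edgeR's quasi-likelihood test). CYP96A1 and CYP78A7, of a family that acts on organ growth, had log2 fold changes of 5.05 and 4.21, and CYP93A1 had -2.77. UDP-glycosyltransferases, which add sugars to small molecules, were more often lower. Of 164 with a plant best hit, 24 rose, 54 fell and 86 did not pass (26 higher and 55 lower when adjusted over the list alone, adjusted p = 0.0107 in camera's set test, adjusted p = 0.129 with an estimated correlation). A UGT87A2 component, comp3319_c0, had no counts in any glyphosate sample and was at least 53.9-fold lower, with 1.11 in control replicate 1 and 3.25 to 3.31 in the other control replicates, in CPM. UGT83A1 had -1.56. Of 37 P450 components with an animal best hit, 17 fell, 20 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom (21 lower when adjusted over the list alone, adjusted p = 0.207 with an estimated correlation). An example is CYP6K1 of a cockroach at -4.77.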

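ABC transporters and glutathione S-transferases, which move or conjugate small molecules, changed in both directions. Of 155 ABC transporters with a plant best hit, 23 rose, 37 fell and 95 did not pass (24 higher and 38 lower when adjusted over the list alone). ABCG14, a carrier of cytokinin to the shoot, rose from 14.9 ± 3.35 to 48.9 ± 7.61 CPM (SD, n = 4), with a log2 fold change of 1.71 (standard error 0.102, adjusted p = 6.77e-61 from edgeR's quasi-likelihood test). ABCG25, an exporter of abscisic acid, had a log2 fold change of 1.12, ABCG5 1.53 and ABCG8 1.86, the last with 2.36 in control replicate 1 and 1.44 to 1.59 in the other control replicates, in CPM. Of the 7 ABCG40 components, comp60991_c0 had 2.70 and the others -2.33 to -4.55. A component with ABCG31 as best hit fell by 7.64 on the log2 scale, with 3.60 in control replicate 1 and 9.67 to 10.3 in the other control replicates. ABCG6 had -4.27 in comp52290_c0, where glyphosate replicate 3 alone held counts among the glyphosate samples, and 1.93 in comp60677_c0, which did not pass with limma on log2(TPM + 0.5) at 0.68 or on log2(TPM + 0.1). Of 35 glutathione S-transferases with a plant best hit, 10 rose, 8 fell and 17 did not pass (10 higher and 10 lower when adjusted over the list alone). GSTF11 had 4.24 (standard error 0.195, adjusted p = 4.28e-102) from the same test, and GSTZ1, with the zeta class enzyme of leafy spurge as best hit, 1.03. GSTU6 had -0.49, but 0.38 with limma on log2(TPM + 0.5). Of 13 ABC transporters with an animal best hit 3 fell, 10 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom, and of 10 such glutathione S-transferases 5 fell, 5 did not pass and none rose even at an unadjusted p under 0.05 or in DESeq2 or limma-voom (adjusted p = 0.369 for the transferases with an estimated correlation).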

**Table 6:** Changes in transcript abundance of ABC Transporters and Glutathione Transferases (GSTs)

Category	Gene ID Abv.	Gene ID	log2 FC	TAIR ID	Component number
ABC	ABCG2	ATP-BINDING CASSETTE G2	1.70	AT2G37360.1	comp66100_c0
transporters	ABCG5	ATP-BINDING CASSETTE G5	1.53	AT2G13610.1	comp76645_c0
	ABCG6	ATP-BINDING CASSETTE G6	−4.14	AT5G13580.1	comp52290_c0
	ABCG6	ATP-BINDING CASSETTE G6	1.91	AT5G13580.1	comp60677_c0
	ABCG8	ATP-BINDING CASSETTE G8	1.85	AT5G52860.1	comp69526_c0
	ABCG14	ATP-BINDING CASSETTE G14	1.71	AT1G31770.1	comp75586_c0
	ABCG25	ATP-BINDING CASSETTE G25	1.12	AT1G71960.1	comp78609_c0
	ABCG40	ATP-BINDING CASSETTE G40	−2.65	AT1G15520.1	comp29716_c0
	ABCG40	ATP-BINDING CASSETTE G40	2.67	AT1G15520.1	comp60991_c0
	ABCG40	ATP-BINDING CASSETTE G40	−3.62	AT1G15520.1	comp66678_c0
	ABCG40	ATP-BINDING CASSETTE G40	−4.54	AT1G15520.1	comp66678_c1
	ABCG40	ATP-BINDING CASSETTE G40	−4.01	AT1G15520.1	comp66678_c2
	ABCG40	ATP-BINDING CASSETTE G40	−4.39	AT1G15520.1	comp66678_c3
	ABCG40	ATP-BINDING CASSETTE G40	−2.33	AT1G15520.1	comp77719_c0
GSTs	GST30	GLUTATHIONE S-TRANSFERASE 30	0.81	AT1G10370.1	comp68719_c0
	GSTF11	GLUTATHIONE S-TRANSFERASE F11	4.22	AT3G03190.1	comp70895_c0
	GSTL2	GLUTATHIONE TRANSFERASE LAMBDA 2	0.59	AT3G55040.1	comp73284_c0
	GSTU6	GLUTATHIONE S-TRANSFERASE TAU 6	−0.49	AT2G29440.1	comp79342_c1
	GSTU25	GLUTATHIONE S-TRANSFERASE TAU 25	1.48	AT1G17180.1	comp62755_c0
	GSTU25	GLUTATHIONE S-TRANSFERASE TAU 25	−0.72	AT1G17180.1	comp78043_c0
	GSTU25	GLUTATHIONE S-TRANSFERASE TAU 25	2.16	AT1G17180.1	comp84357_c0
	GSTT1	GLUTATHIONE S-TRANSFERASE THETA 1	−0.44	AT5G41210.1	comp69253_c0
	GSTZ1	GLUTATHIONE S-TRANSFERASE ZETA 1	1.03	AT2G02390.1	comp77147_c0

Transcript changes after foliar glyphosate treatment (2.24 kg ha^−1^) compared to controls in aerial tissues derived from crown buds of leafy spurge. The Arabidopsis Information Resource was used to annotate homologs of leafy spurge transcripts (TAIR ID), to obtain gene IDs and abbreviations (Abv.); values represent log2 fold changes (FC)

## Discussion

Direct exposure of leafy spurge aerial tissues to sub-lethal concentrations of glyphosate causes an indirect effect that impacts molecular processes in UABs prior to growth induction by decapitation [28]. In this study, reduced main stem elongation and increased branching was observed in four subsequent generations derived from UABs present in the same root system of treated plants (Fig. 1, and Additional file 1), and the effects of glyphosate on phenotype did not diminish in these generations. However, after four generations of vegetative growth no more UABs were left in the root system of these plants (grown in cone-tainers) to observe if the plants would ultimately outgrow the effects of glyphosate. Parallel studies performed under field conditions revealed that higher rates of foliar-applied glyphosate (3 or 6 kg ha^−1^) affects vegetative growth from UABs of leafy spurge and causes similar phenotypical alterations for at least two consecutive years after the glyphosate-treatment (Doğramaci et al. unpublished data). Sub-lethal rates of glyphosate have also been reported to induce similar phenotypes in annual species such as corn (*Zea mays*), cotton (*Gossypium hirsutum*), sorghum, and wheat (*Triticum aestivum*) [13, 41–43]. To gain insights on factors involved in these glyphosate-induced phenotypes, here we determined the effects of foliar applied glyphosate on the abundance of metabolites (shikimate and hormones) and their correlation to global transcript abundance in subsequent generation of aerial tissues.

### Glyphosate-treatment caused differential accumulation of shikimate

Little information is available on the abundance of shikimate in underground buds or in subsequent generations derived from glyphosate-treated perennials, with the exception of glyphosate-induced accumulation of shikimate in sprouted tubers of the perennial weed purple nutsedge (*Cyperus rotundus*) [44]. Overall, changes in shikimate abundance in leafy spurge tissues after glyphosate-treatment (Fig. 2) were relatively low compared to those reported in other species [45, 46], but it is important to note that the rate used in this study had only a sub-lethal effect. Minor changes in abundance of transcripts involved in the chorismate biosynthetic pathway in aerial tissues (Table 1) are similar to that previously observed in crown buds of leafy spurge [28] or other weedy species such as palmer amaranth and horseweed following glyphosate-treatment [46, 47]. The increased accumulation of shikimate in aerial tissues of leafy spurge directly treated with glyphosate or in crown buds that were indirectly exposed (Fig. 2) is not surprising, given that significant shikimate accumulation is detectable several days prior to visual injury in response to glyphosate-treatment in other species [48]. Regardless of their seasonal dormancy phase (i.e., para-, endo-, or eco-dormancy), UABs of leafy spurge are active and rapidly respond to environmental changes; in fact, during the shifts between seasonal phases there is some limited growth and development [49] suggesting UABs may serve as a sink tissue. We hypothesize that the increased abundance of shikimate in crown buds is due to either 1) translocation of glyphosate from foliar tissues into the root system and UABs to locally inhibit EPSPS, and/or 2) translocation and compartmentalization of foliar shikimate into the root system or UABs. However, there is more support for the first option based on previous reports indicating that glyphosate or its metabolites are translocated into the roots and UABs of leafy spurge [12], similar to that reported in other weedy species [15, 50].

Although crown buds of foliar glyphosate-treated leafy spurge initially had increased shikimate abundance prior to decapitation, in subsequent generations of aerial shoots (six weeks post-decapitation) shikimate abundance decreased and was similar to that observed in untreated controls (Fig. 2). These results suggest that duration of time after growth induction either allowed for dissipation of shikimate originally observed in crown buds, or EPSPS is no longer inhibited. However, the reduction in shikimate levels did not reverse the glyphosate-induced phenotype (Fig. 1, and Additional file 1). Studies in Arabidopsis revealed that shikimate can be consumed as a secondary metabolite as an ester [51]. Further, silencing of a gene (*HYDROXYCINNAMOYL*-*COA SHIKIMATE*/*QUINATE HYDROXYCINNAMOYLTRANSFERASE*) downstream of the chorismate pathway (i.e., phenylpropanoid metabolism) that involves shikimate recycling causes stunting [51] similar to that observed in this study, which appears to inhibit polar auxin transport [52]. The results of this study (Fig. 2) are consistent with abundance of shikimate initially increasing after glyphosate-treatment in other plant systems and then decreasing over time [48, 53-55]. For example, abundance of shikimate generally peaks between 4 or 7 days after glyphosate-treatment in crops such as corn, soybean (*Glycine max*), sunflower (*Helianthus annuus*), and wheat [48, 53], and in several weedy species [54].

Even though glyphosate is known to be metabolized in plants and presence of glyphosate oxidoreductase-like enzymes (involved in the degradation pathway of glyphosate in soil) have been speculated, to date no corresponding enzymes or genes have been identified [55, 56]. Therefore, we are not able to determine the extent of glyphosate metabolism based on transcript abundance in leafy spurge. Previous studies [50] have shown that ^14^C-glyphosate levels remain similar in leaves and roots of field bindweed, Canada thistle (*Cirsium arvense*), and tall morning glory (*Ipomoea purpurea*) 3–4 weeks post-application, with only a limited accumulation of the main glyphosate metabolite aminomethylphosphonic acid (AMPA). However, in glyphosate-resistant soybean, the highest levels of glyphosate and AMPA were found in treated leaves within 1 day after glyphosate treatment and gradually decreased within 3 weeks [56]. Further, while exogenous application of AMPA did not affect shikimate levels it had phytotoxic effects and induced some injuries (e.g., reduced chlorophyll content, shoot fresh weight) in glyphosate resistant and non-resistant soybean [56]; but, stunted or bushy phenotypes were not reported after AMPA application.

Because growth-induction of leafy spurge crown buds results in decreased abundance of starch and sucrose and increased abundance of fructose [57], it appears that storage reserves in the root system are remobilized into free sugars to provide an energy source for new vegetative shoot growth. It is plausible that decapitation-induced growth causes a similar process to occur where root sequestered glyphosate or its metabolites, if any, are remobilized into UABs. Remobilization of these substances could cause subsequent-generations of vegetative growth to continually be exposed to residual toxicity and impact SAM maintenance and axillary bud outgrowth. Glyphosate’s effects on meristematic tissues over extended periods in white birch (*Betula papyrifera*) has also been speculated to involve sugar flow into the root system in the fall and a reverse flow of sugar to developing leaves in the spring [58]. This hypothesis is consistent with glyphosate being mobilized to sink tissues such as growing meristems via the phloem [59]. Alternatively, it is possible that glyphosate has an irreversible effect on the main SAM of UABs prior to decapitation-induced growth. The effects of glyphosate on a select set of molecular processes in crown buds of foliar glyphosate-treated plants [28], and increased abundance of shikimate in crown buds 7 days post-treatment (Fig. 2), would support this hypothesis.

### Auxin, cytokinin, strigolactone cross-talk and shoot branching

Shoot branching is known to involve the key hormones auxin, cytokinin, and strigolactones [31, 60]. The increased abundance of transcripts homologous to Arabidopsis genes involved in the IPA biosynthetic pathway leading to auxin (Fig. 3), along with the increased levels of auxin in subsequent generations of aerial tissues from glyphosate-treated plants suggest that tryptophan-dependent auxin biosynthesis is not inhibited at this stage of development. These results also fit well with the abundance of shikimate observed in the same aerial tissues (Fig. 2). Because increased abundance of shikimate is a marker for inhibition of EPSPS, the increased abundance of auxin and similar levels of shikimate in both glyphosate treated and control plants suggest that EPSPS is not inhibited in subsequent generations of aerial shoots (Fig. 2). These results may suggest either lack of glyphosate or inhibition of its transport into plastids in these shoots, therefore not affecting the chorismate pathway or its downstream auxin biosynthesis pathway. However, we cannot rule out the possibility that the increase in auxin could also be due to an increase in the number of growing meristems.

In this study, the bushy phenotypes derived from crown buds of foliar glyphosate-treated plants do not appear to have a dominant/leading apical meristem to suppress outgrowth of axillary buds (Fig. 1), suggesting that apical dominance is lacking in the system and/or the polar auxin transport stream is affected. Previous studies have shown that exogenous application of auxin represses stem elongation of shoots derived from crown buds of leafy spurge [57, 61], which may have some bearing on the reduced main stem elongation and increased branching in response to glyphosate (Fig. 1). Indeed, auxin has been proposed to regulate shoot branching through at least two processes [31, 32]. First, the canalization theory involves the effects of apical dominance on abundance and transport of auxin in stems, which is proposed to inhibit auxin transport from axillary buds to repress axillary bud outgrowth. The second proposed mechanism involves auxin’s impact on acropetal movement of cytokinins and strigolactone into the buds to regulate bud outgrowth [62–66]. However, whereas cytokinins induce bud outgrowth, strigolactone signaling can affect PIN1 polarization in the plasma membrane to inhibit auxin transport [32].

PINs encode auxin efflux carriers that mediate tissue-specific, cell-to-cell polar auxin transport [67] critical for developmental patterning and differential growth responses [68]. Strigolactone biosynthesis or signaling mutants also have increased axillary bud outgrowth, resulting in a bushy and dwarfed phenotype in Arabidopsis [69]; increased branching is also correlated with high levels of PIN1 and auxin in the main stem [70, 71]. However, in this study, the increased transcript abundance for homologs of Arabidopsis *MAX1* and *MAX3* (Table 1), involved in the strigolactone biosynthesis [69], do not correlate well with the glyphosate-induced branching phenotype. Indeed, the minimal decrease in transcript abundance for a homolog of *MAX2*, involved in downstream strigolactone signaling through regulation of PIN1 [32] could account for the increased transcript abundance for *PIN1* (Table 1). Assuming that the leafy spurge homologs perform similar functions as their Arabidopsis counterparts, these results suggest that PIN1 could be abundant and affecting auxin transport within the polar auxin transport stream of leafy spurge plants in response to glyphosate, in a manner similar to that previously reported [32].

The increased abundance of bioactive cytokinins (Fig. 4) in the aerial shoots derived from crown buds of foliar glyphosate-treated plants is consistent with axillary bud outgrowth (Fig. 1). Ironically, although bioactive auxin levels were increased, auxin’s regulatory role on cytokinin levels and acropetal movement appears to be negated in glyphosate-treated plants. Possible explanations for the disparity of the auxin-cytokinin interaction include the local biosynthesis of cytokinin in aerial shoots, particularly since cytokinins are known to be synthesized in most plant tissues [37]. Indeed, the increased abundance of transcripts (Table 2) homologous to Arabidopsis genes involved in cytokinin biosynthesis (*AK2*, *APT2*, *APT4*, *IPT3*, *LOG5*), and decreased abundance of transcripts involved in cytokinin metabolism (*CKX3*, *UGT73C1*, *UGT74E2*) in subsequent generations of aerial shoots in response to glyphosate is consistent with the abundance of cytokinins (Fig. 4). Additionally, cytokinins are also known to impact polar auxin transport through modulation of auxin efflux carrier activity [37]. Interestingly, numerous transcripts homologous to Arabidopsis genes involved in auxin transport had a significant increase in abundance (*ABCB19*, *LAX2*, *LAX3*, *PID*, *PIN1*; Table 1). Some of these auxin transporter family members (e.g., *PINs*, and *ABC TRANSPORTERS*) also had significant changes in transcript abundance in crown buds of foliar glyphosate-treated plants prior to growth induction by decapitation [28].

Interestingly, sugar signaling, not auxin, has been identified as the main regulator of initial axillary bud outgrowth in pea [60]. Although it is difficult to determine if a similar mechanism involving sugar signaling impacts axillary bud outgrowth in aerial shoots of leafy spurge in response to glyphosate-treatment, Gene Set Enrichment Analyses (GSEA, Additional file 7) did identify both decreased and increased abundance of transcripts associated with carbohydrate metabolism and transport. 

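Enzymes of starch and sucrose metabolism changed in both directions in the shoots from glyphosate-treated plants. Sucrose synthase, which cleaves sucrose in growing tissue, rose from 261 ± 43.6 to 822 ± 146 CPM (SD, n = 4), with a log2 fold change of 1.65 (standard error 0.0917, adjusted p = 1.57e-70 from edgeR's quasi-likelihood test). A soluble invertase, which also cleaves sucrose, had a log2 fold change of 1.24. Granule-bound starch synthase 1 and a beta-amylase, which make and degrade starch, had -0.98 and -1.26. Of 25 components of starch and sucrose metabolism with a plant best hit, 10 rose, 7 fell and 8 did not pass (10 higher and 8 lower when adjusted over the list alone). Both alpha-amylases with an animal best hit fell, at -3.98 and -5.40.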

Although limiting sugars through translocation to the shoot tips of axillary buds is proposed to maintain apical dominance, long-term signaling involving auxin, cytokinin and strigolactone are still thought to play a significant role in branching [60].

### Glyphosate induces transcript abundance of large gene families

Large gene families associated with detoxification processes and resistance to multiple herbicides [72–74] had significant changes in transcript abundance in aerial shoots derived from crown buds of glyphosate-treated plants. For example, members of the *P450s* (46 of 95 increased), *UGTs* (13 of 51 increased), *GSTs* (6 of 10 increased), and *ABC TRANSPORTERS* (8 of 15 increased) had significant changes in abundance (see Additional file 2). 

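Among the transcripts that the study selected in Additional file 2, P450s were higher in 47 and lower in 34 of 81 components, and UGTs were higher in 14 and lower in 33 of 47. GSTs were higher in 5 and lower in 4 of 9, and ABC transporters higher in 8 and lower in 7 of 15. The paper counts 95 P450s, 51 UGTs and 10 GSTs there, so apart from the ABC transporters these sets, of distinct components found by family name, are not those of the paper. The study chose the transcripts on the same samples, so the counts are not independent evidence. All of them passed edgeR's quasi-likelihood test, and none has an animal best hit. Large changes included CYP71B23 and CYP96A10, at log2 fold changes of -3.12 and 4.08, and the UGT87A2 component comp54367_c0, at -6.89 with 0.133 in glyphosate replicate 4 and 0.0648 to 0.0737 in the other glyphosate replicates, in CPM. The GSTU25 components comp84357_c0 and comp78043_c0 had 2.15 and -0.73.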

In other plant systems, P450s together with GSTs and UGTs are involved in herbicide biochemical modification through metabolism, whereas ABC TRANSPORTERS are involved in compartmentalizing herbicides and their metabolites; this four-step process is associated with herbicide resistance in some weeds [24, 72, 75-78]. As previously discussed, several homologs of Arabidopsis *P450s*, *UGTs* and *ABC TRASPORTER*s differentially expressed in this study are linked to hormone biosynthesis or signaling (Tables 1–5), and it is possible that other members of these families (see Additional file 2) could be playing some role in reducing the phytotoxic effects of residual glyphosate. Assuming these leafy spurge homologs perform similar functions, significant changes in abundance of these gene families suggest that detoxification processes could play some direct or indirect role in reducing the phytotoxic effects of glyphosate. Alternatively, because glyphosate can rapidly disrupt plastids, chloroplasts, and the endoplasmic reticulum in plants [79, 80], and some leafy spurge homologs of P450s (see Additional file 2) are known to be localized in these organelles in other systems [81], it is also possible that residual glyphosate impacts cellular organelles in UABs and could help explain the differential abundance of P450s observed in this study.

### Plants treated with glyphosate have reduced levels of bioactive GA

Even though bioactive GAs were not detectable in any samples (Fig. 5), the results indicate that precursors of bioactive GAs were increased, but the abundance of bioactive GAs may be reduced in subsequent generation of aerial tissues derived from crown buds of glyphosate-treated plants. Further, the decreased abundance of a transcript (*GA3OX1*) involved in synthesis of bioactive GAs and increased abundance of transcripts (*GA2OX2*, *GA2OX4*) involved in catabolism of bioactive GAs (Table 3, and Fig. 5), support the decreased abundance of bioactive GAs observed in glyphosate-treated plants. Overall, these results indicate that downstream GA biosynthesis and signaling are negatively impacted, which could contribute to inhibition of stem elongation of tissues derived from crown buds of foliar glyphosate-treated leafy spurge. This hypothesis is supported by the fact that certain commercial chemicals used to stunt growth (e.g., phosphon D, cycocel, ancymidol and paclobutrazol) do so by inhibiting GA biosynthesis [82].

## Conclusions

Translocation of foliar applied glyphosate and its sequestration into the root system of leafy spurge [12] caused irreversible effects to the main SAM of UABs prior to growth-induction by decapitation of the directly treated aerial tissues. This theory is supported by the increased abundance of shikimate in crown buds post foliar glyphosate-treatment and prior to growth-induction (Fig. 2). After growth-induction by decapitation, this irreversible effect, in turn, causes the main stem of subsequent generations of aerial tissue to lose apical dominance, thus impacting axillary bud outgrowth. Alternatively, the potential remobilization of root-sequestered glyphosate would be consistent with apical meristems of growing shoots acting as sink tissues [15, 83], which is supported by the fact that SNEA (see Additional file 4) highlighted numerous molecular processes associated with SAM maintenance containing transcripts with increased abundance (6 weeks post-decapitation). Collectively, these two hypotheses provide insights into potential mechanisms resulting in glyphosate-induced phenotypes that have reduced main stem elongation and increased branching due to axillary bud outgrowth (Fig. 1).

The results of this study are consistent with the known involvement of phytohormone cross-talk to regulate branching. The increased abundance of bioactive auxin and cytokinin (Fig. 2) and *PIN1* (Table 1) in subsequent generations of aerial shoots (6 weeks post-decapitation) in response to glyphosate-treatment is consistent with axillary bud outgrowth, assuming auxin is being exported from buds into the polar auxin transport stream [70, 71]. Additionally, the increased abundance of cytokinins in subsequent generations of aerial tissues derived from UABs of glyphosate-treated plants would also be consistent with the increased abundance of transcripts involved in cytokinin biosynthesis (Fig. 4) or associated with cell division processes (Table 2). The increased abundance for homologs of *MAX1* and *MAX3* suggest that strigolactone biosynthesis may be activated in response to the residual effects of glyphosate. However, in our system, the increased abundance of a *PIN1* homolog and branching in response to glyphosate are counterintuitive to increased strigolactone signaling, which can inhibit branching through regulation of auxin transporters such as PIN1 [31, 32, 69].

The differential abundance of transcripts for *P450s*, known to be localized in plastids, endoplasmic reticulum, and mitochondria, support glyphosate’s impact on disruption of these intracellular organelles, as demonstrated in other plant systems [79, 80]. Further, the differential expression of numerous *P450s*, *GSTs*, *UGTs*, and *ABC TRANSPORTERS* in subsequent generations of aerial shoots in response to glyphosate (Additional file 2) could suggest the occurrence of detoxification processes through metabolism and/or compartmentalization in these tissues. The fact that homologs of *ABC TRANSPORTERS*, *PIN*s, and *PILS* also had differential abundance in crown buds of leafy spurge in response to glyphosate [28] add further support for molecular processes associated with membrane transport and/or sequestration being impacted by glyphosate-treatment prior to growth-inducing decapitation. Although further research will be needed to determine the exact mechanism leading to these glyphosate-induced phenotypes, this research provides insights for molecular processes associated with stunted growth and increased branching from underground adventitious buds of leafy spurge.

## Material and Methods

### Plant material, glyphosate-treatments, and vegetative growth

Leafy spurge plants were propagated from a uniform biotype (1984-ND001) in cone-tainers and maintained in a greenhouse as described by Anderson and Davis [84]. After conducting dose–response experiments using concentration of 0 to 6.72 kg ha^−1^ glyphosate as active ingredient, aerial tissues of four-month old greenhouse grown leafy spurge plants were treated with 0 or 2.24 kg ha^−1^ glyphosate plus 0.25 % surfactant as described by Doğramacı et al. [28]. Plants were returned to growth-conducive conditions in a greenhouse after foliar glyphosate-treatment. Each experiment included four biological replicates; aerial tissues of eight plants from each replicate were decapitated 7 days post-application to determine the vegetative growth rate from crown buds as previously described by Foley et al. [85]. After six weeks of vegetative growth from crown buds of foliar glyphosate-treated and control plants, shoot heights were measured and analyzed using the generalized linear mixed model (PROC GLIMMIX) procedure of SAS 9.2. Further, these same cone-tainers were used to determine the longevity of glyphosate’s effects on vegetative growth from UABs of glyphosate-treated and control plants; every six weeks aboveground shoots were decapitated for three additional re-growth cycle. However, only the first generation of aerial tissues derived from UABs of glyphosate-treated and control plants were harvested and flash frozen in liquid nitrogen and stored in −80 °C for further experiments i.e., shikimate and phytohormone quantification, and transcript analyses by RNAseq and qRT-PCR. Additionally, aerial tissues of leafy spurge plants, which were directly exposed to the treatments and their crown buds were collected for shikimate quantification 7 days after the treatments.

### Quantification of shikimate levels

Quantification of shikimate in aerial tissues directly exposed to the treatments (7 days post-treatment), crown buds of foliar treated plants (7 days post-treatment), and aerial tissues derived from crown buds of foliar treated plants (six weeks after growth-inducing decapitation) were accomplished spectrophotometrically [45, 86]. In brief, 0.5 gram of frozen tissue was extracted in 2 mL 0.25 N HCl at room temperature. 250 μL of this extract was added into one ml 0.25 % (w/v) periodic acid/0.25 % (w/v) meta-periodate and incubated at 37 °C for 15 minutes. 1 mL of 0.6 M NaOH/0.22 M Na_2_SO_3_ was added into the sample and read by a spectrophotometer (Beckman, DU 7400); 510 μM shikimate (Sigma) was used as the standard. These assays included four biological and two technical replicates; technical replicates were averaged prior to calculating mean of biological replicates and standard error.

### Hormone profiling

Quantification of phytohormones (ABA and ABA metabolites, auxins, cytokinins, and gibberellins) in the eight aerial tissue samples (2 treatments [controls and 2.24 kg ha^−1^ glyphosate] × 4 biological replicates) derived from crown buds of foliar glyphosate-treated plants was conducted at the NRCC-PBI (Saskatoon, SK, Canada) by UPLC-ESI-MS/MS. Deuterated forms of each of the hormones were used as internal standards [87, 88]. Extraction and purification of samples and quantification of phytohormones was performed following a procedure described in Chiwocha et al. [89, 90]. Profiling data obtained from four biological replicates were used to calculate the mean and standard error. The list and abbreviations of hormone profiles are provided in Additional file 5.

### RNA extraction, cDNA library preparation, and transcript analyses by RNAseq

Total RNA was purified from the eight aerial tissue samples derived from crown buds of foliar glyphosate-treated plants according to the pine tree RNA extraction protocol [91]. The RNA was treated with amplification grade DNase1 (Invitrogen), quantified by the Qubit® 2.0 Fluorometer, and quality was confirmed by agarose gel electrophoresis. The RNAseq libraries were prepared with the TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, Cat. N° RS–122–2101) starting from 1 μg of total RNA. The pool of barcoded RNAseq libraries was quantified by qRT-PCR using the Library Quantification kit (Kapa Biosystems, Cat. N° KK4824). The size range of the final cDNA libraries was determined on an Agilent bioanalyzer DNA7500 DNA chip (Agilent Technologies). The cDNA libraries were sequenced on one lane for 151 cycles from each end of the cDNA fragments on a HiSeq2500 using a TruSeq SBS sequencing kit version 1 (Illumina). The sequence images were transformed with the Real Time Analysis 1.17.21.2 Illumina software to bcl files, which were demultiplexed to fastq files with CASAVA version 1.8.2. The quality-scores line in fastq files processed with Casava1.8.2 use an ASCII offset of 33 known as Sanger scores.

### Transcriptome assembly, annotation and expression analyses

The Trinity package version trinityrnaseq-r2013-02-25 [92] was utilized to assemble the transcriptome from the RNASeq data. Prior to assembly, adaptor sequences were trimmed and so were any low quality bases (<30 phred score) from both ends of the sequence. Sequences of 50 nucleotide and higher were utilized for the Trinity assembly. The assembly was performed as per guidelines in the published protocols [92], and on the Trinity website (http://trinityrnaseq.sourceforge.net/#running_trinity). The abundance of every gene (component) in each of the eight samples was determined by performing alignment and abundance estimation using the RSEM package [93] (version 1.2.3). Only those genes that had at least one sample with the transcripts per million (TPM) value of ≥ 0.5 were used as input for the next step. Differential gene expression was performed at the level of genes with the EBSeq package [94] (version 1.0) using the median normalization approach and 10 iterations of the algorithm used by EBSeq. Genes were called differentially expressed if they had an FDR value of ≤0.05.

Annotation of the assembled transcriptome and predicted proteome was performed with the Trinotate package (version trinotate_r20130826). Transdecoder, a Perl script packaged with Trinity, was used to predict proteins, yielding the most likely longest-ORF peptide candidates file best_candidates.eclipsed_orfs_removed.pep. Analyses were performed as detailed in the Trinotate manual (http://trinotate.sourceforge.net/), with the following noted exceptions. BLASTx of assembled transcripts and BLASTp most likely longest-ORF peptide candidates against UniProt-SwissProt database were run with the options “-evalue 10E-3 –max_target_seqs 5” [95]. For more reliable functional annotation, BLASTx of Trinity.fasta and BLASTp of best_candidates.eclipsed_orfs_removed.pep against Arabidopsis peptides were performed (Athaliana_167_protein.fa from Phytozome v9.0). BLAST output files were parsed to 1 top hit per query with an in-house Perl script prior to insertion in the Trinotate SQLite database (http://trinotate.sourceforge.net/#LoadingSQLite). After extraction of the Trinotate annotation report from the database (http://trinotate.sourceforge.net/#OutputReport), Arabidopsis annotations were added using an in-house Perl script. The expression data is deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) as GEO dataset query GSE56509.

### qRT-PCR analyses

qRT-PCR was utilized to confirm transcript profiles obtained from RNAseq for selected genes. Sequences from a leafy spurge EST database [96] were used for designing primer pairs using the Primer-Select of Lasergene 8 software program (DNASTAR, Inc., Madison, WI). These primer pairs were used to quantify abundance of selected transcripts (see Additional file 3). Total RNA samples were reverse transcribed into complementary DNA (cDNA) as described in Doğramacı et al. [28]. In brief, 5 μg of total RNA was treated with DNase1 amplification grade (Invitrogen), and reverse transcribed using Super Script First-Strand Synthesis Kit3 (Invitrogen) in a 20 μl volume according to the manufacturer’s instructions. After cDNA synthesis, each reaction was diluted to 800 μl total volume and stored at −80 °C. For qRT-PCR reactions, 1 μl total cDNA was added to a 10 μl PCR reaction mixture containing 5 μl of LightCycler® 480 SYBR Green I Master and 0.5 μl of each primer-set. Transcript abundance was measured from three technical and four biological replicates using a LightCycler 480 II (Roche). All transcript values were normalized using the reference genes ARF2, PTB, SAND, and ORE9 identified by Chao et al. [97]. QbasePLUS version 2.4 software (Biogazelle, Ghent, Belgium) was used to normalize expression values. Values from four biological replicates were averaged and data from control samples (0 kg ha^−1^) were used for baseline expression. Gene abbreviations and descriptions of all putative homologous leafy spurge genes included throughout this report were obtained from an Arabidopsis website (www.arabidopsis.org) and are presented in (see Additional file 2). Pathways in Figs. 2–6 were developed based on the PlantCyc website and/or available literature on hormone biosynthesis/signaling, and more details can be found at http://pmn.plantcyc.org/PLANT/class-tree?object=Pathways.

### SNEA and GSEA of transcriptome data

The entire transcriptome dataset (i.e., transcripts per million values; see Additional file 2) was analyzed using Ariadne Pathway Studio 9.0 Software-Resnet Plant Version 2.1 (Ariadne Genomics Inc., Rockville, MD, USA) to obtain SNEA and GSEA using Mann–Whitney U test algorithm with a 0.05 enrichment p value cutoff. Central hubs of sub-networks were obtained by SNEA (Additional file 4) using the customized advanced parameters to identify the most important biological processes, transcription factors, binding partners, miRNA targets, and protein modification targets for the transcriptome data. GSEA was used to identify predefined sets of genes over-represented between treatments (Additional file 7) based on gene ontology (http://www.geneontology.org/) or AraCyc metabolic pathways (http://pmn.plantcyc.org/).

## Additional files

Additional file 1:
**Vegetative growth from underground adventitious buds of glyphosate-treated and control plants.** Aerial tissues of control and glyphosate-treated (0 or 2.24 kg ha^−1^) leafy spurge plants were decapitated to induce the first subsequent generation of aerial shoots from crown buds. Then, three additional decapitation and vegetative growth (VG-2, −3, −4) measurements were repeated every six weeks to monitor longevity of glyphosate’s effects on vegetative growth. Vertical bars indicate 95 % confidence limits. Additional file 2:
**RNAseq results: List of selected genes; list of 9,283 differentially expressed transcripts with Arabidopsis annotation; list of 12,918 differentially expressed transcripts; raw transcripts per million (TPM) values for each treatment and biological replicate.**
Additional file 3:
**List of primer sequences used for qRT-PCR assays, and correlation coefficient values for qRT-PCR vs. RNAseq.**
Additional file 4:
**Sub-network enrichment analyses.**
Additional file 5:
**List of phytohormone profiles performed.**
Additional file 6:
**Ethylene biosynthesis and signaling pathway.**
Additional file 7:
**Gene set enrichment analyses.**

# Supplementary material for: Glyphosate’s impact on vegetative growth in leafy spurge identifies molecular processes and hormone cross-talk associated with increased branching
**Source:** BMC Genomics. 2015 May 19;16(1):395. doi: 10.1186/s12864-015-1627-9

Additional file 1. Additional decapitation and vegetative growth from underground adventitious buds of glyphosate treated and control plants to monitor longevity of glyphosate's effects on vegetative growth. Aerial tissues derived from crown buds of control and glyphosate treated (0 or 2.24 kg/ha) leafy spurge plants were initially decapitated 7-days after the treatment (see Figure 1). Three subsequent decapitation and vegetative growth (VG-2, -3, -4) measurements were repeated every six weeks; shoot heights were measured prior to decapitation. Vertical bars indicate 95% confidence limits.

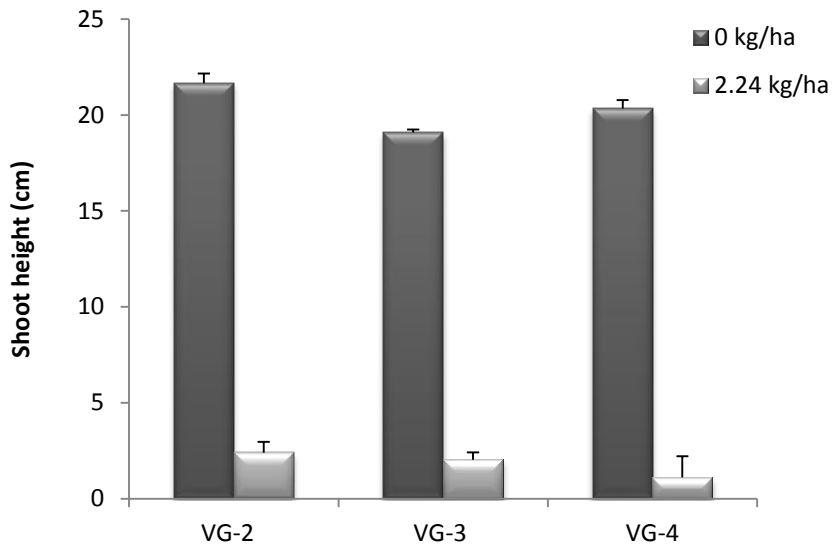

**Supplement:** Additional file 1: — Vegetative growth from underground adventitious buds of glyphosate-treated and control plants. Aerial tissues of control and glyphosate-treated (0 or 2.24 kg ha−1) leafy spurge plants were decapitated to induce the first subsequent generation of aerial shoots from crown buds. Then, three additional decapitation and vegetative growth (VG-2, −3, −4) measurements were repeated every six weeks to monitor longevity of glyphosate’s effects on vegetative growth. Vertical bars indicate 95 % confidence limits.

# Supplementary material for: Glyphosate’s impact on vegetative growth in leafy spurge identifies molecular processes and hormone cross-talk associated with increased branching
**Source:** BMC Genomics. 2015 May 19;16(1):395. doi: 10.1186/s12864-015-1627-9
**Supplement:** Additional file 5: — List of phytohormone profiles performed.

Additional file 5. Phytohormone profiles monitored in aerial tissues derived from crown buds of foliar glyphosate-treated (0 or 2.24 kg ha⁻¹) leafy spurge plants.

**ABA & metabolites**		
	ABA	<i>cis</i> -Absciscic acid
	ABAGE	Absciscic acid glucose ester
	DPA	Dihydrophaseic acid
	PA	Phaseic acid
	7'-OH-ABA	7'-Hydroxy-absciscic acid
	neo-PA	<i>neo</i> -Phaseic acid
	<i>t</i> -ABA	<i>trans</i> -Absciscic acid
**Auxins**		
	IAA	Indole-3-acetic acid
	IAA-Asp	N-(Indole-3-yl-acetyl)-aspartic acid
	IAA-Glu	N-(Indole-3-yl-acetyl)-glutamic acid
	IAA-Ala	N-(Indole-3-yl-acetyl)-alanine
	IAA-Leu	N-(Indole-3-yl-acetyl)-leucine
	IBA	Indole-3-butyric acid
**Cytokinins**		
	<i>t</i> -ZOG	(<i>trans</i>) Zeatin-O-glucoside
	<i>c</i> -ZOG	(<i>cis</i>) Zeatin-O-glucoside
	<i>t</i> -Z	(<i>trans</i>) Zeatin
	<i>c</i> -Z	(<i>cis</i>) Zeatin
	dhZ	Dihydrozeatin
	<i>t</i> -ZR	(<i>trans</i>) Zeatin riboside
	<i>c</i> -ZR	(<i>cis</i>) Zeatin riboside
	dhZR	Dihydrozeatin riboside
	iP	Isopentenyladenine
	iPR	Isopentenyladenosine
**Gibberellins**		
	GA1	Gibberellin 1
	GA3	Gibberellin 3
	GA4	Gibberellin 4
	GA7	Gibberellin 7
	GA8	Gibberellin 8
	GA9	Gibberellin 9
	GA19	Gibberellin 19
	GA20	Gibberellin 20
	GA24	Gibberellin 24
	GA29	Gibberellin 29
	GA34	Gibberellin 34
	GA44	Gibberellin 44
	GA51	Gibberellin 51
	GA53	Gibberellin 53

# Supplementary material for: Glyphosate’s impact on vegetative growth in leafy spurge identifies molecular processes and hormone cross-talk associated with increased branching
**Source:** BMC Genomics. 2015 May 19;16(1):395. doi: 10.1186/s12864-015-1627-9

**Additional file 6.** Simplified pathway of ethylene biosynthesis and signaling in plants. Ethylene is produced from L-methionine; methionine is used to form S-adenosylmethionine (SAM), followed by conversion of SAM to 1-aminocyclopropane-1-carboxylic acid (ACC), which is the immediate precursor of ethylene. Red italic text indicates the genes involved in particular step/s of the ethylene biosynthesis pathway. The ethylene signaling pathway involves five ethylene receptors (ETR1, ETR2, EIN4, ERS1 and ERS2), the MAPKKK-like protein CTR1, EIN2, and the EIN3 and ERF transcription factor families.

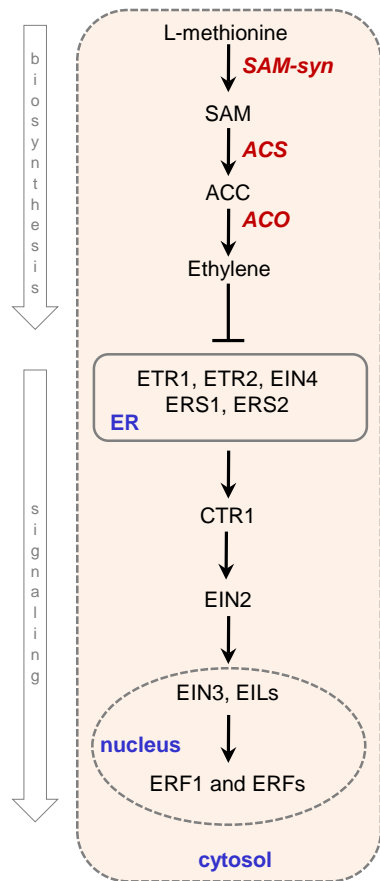

**Supplement:** Additional file 6: — Ethylene biosynthesis and signaling pathway.

How the deposited data were processed for this re-analysis (not part of the article)

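The samples were 4 shoot libraries from glyphosate-treated leafy spurge and 4 from untreated controls, each a biological replicate of pooled plants. According to the paper's methods, the authors called bases with CASAVA 1.8.2, trimmed adaptors and low-quality bases, assembled the reads of all libraries with Trinity without a genome, aligned each library to the assembly and estimated with RSEM 1.2.3 an expected count per component, deposited with decimals and without normalization. The TPM values were also made by the authors with RSEM, which divides the estimate by effective length and scales each sample to the same total before deposit. The annotation table deposited with the series was made by the authors with Trinotate, and gives for each contig the best Swiss-Prot hit with its percent identity, which is the share of identical residues in the aligned part. That table stops at the row limit of an old spreadsheet format, and 6 of its lines were empty. It names a hit for 21465 of 83165 components, and 5764 components sort past its end.

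Expected counts were rounded to whole numbers, components with a TPM of at least 0.5 in at least 1 sample were kept, as in the paper, and library sizes were scaled by the median of ratios (RLE). The groups were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with treatment as the only term, and p values were adjusted by Benjamini-Hochberg at 0.05. The paper used EBSeq, which was not run here. Standard errors are the fitted log2 fold change divided by the square root of its F statistic. They rest partly on spread shared between components and can be smaller than a component's own spread between replicates. Shares and sums of counts were compared by an exact permutation test over all splits of 4 and 4, and the correlations with qRT-PCR by 100000 permutations. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The median total was 14019003 counts in the glyphosate samples and 15290112 in the controls. A component with no counts in a group is given as at least so many fold, from 3 counts over the group, which covers counting error and not the spread between plants.

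On data simulated for this comparison from the means and sizes of the libraries, over 63775 components with a biological coefficient of variation of 0.2 and 200 changed, edgeR's quasi-likelihood test recovered 51.0% of 2-fold and 98.0% of 4-fold changes, with 1 false call (0.667% of calls). With the replicate block it recovered 57.0% and 100% with 5 false calls, DESeq2 1.42.0 55.0% and 95.0% with 16, and limma-voom (limma 3.58.1) 14.0% and 90.0% with 8. For limma on log2 values with 0.5 added the shares were 10.0% and 74.0%. It made 43 false calls (33.9% of calls), 39 of them in components with a mean count under 10. The simulation changed 200 components at a coefficient of variation of 0.2, whereas 18913 components changed in the data. Its values were simulated and were not the TPM of the data. These shares and false calls therefore need not hold for the data, and they do not rank the fits made on it.

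Gene lists were matched by the name of the best Swiss-Prot hit. The name patterns were adjusted to the annotation's wording before any fit, and lists by gene ontology term were not used, since the terms are not in the annotation. Each list was adjusted over all components and over the list alone, and tested with limma's camera at a preset correlation of 0.01 and at an estimated correlation. Plant and animal hits were kept apart, and classes of organism were taken from the lineage of the best hit. The components named are those of Tables 1 to 6 and of genes in the results text, the 3 largest rises and falls of each of the P450, UGT, GST and ABC transporter families in Additional file 2, the 10 largest rises and falls with a named plant best hit, a mean TPM of at least 5 in a group and no overlap between groups, and up to 4 members of each list by adjusted p. The values of the paper's tables and supplements had been seen when this rule was written. Amidase 1 and a second NCED3 component were chosen after their values were seen. For qRT-PCR, a gene was given the component of the paper's tables or the mean over its locus, and the choice between these was made after seeing the paper's values and those here.

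Alternatives were TMM and upper-quartile scaling, DESeq2, limma-voom, no filter, edgeR's count filter, limma on log2(TPM + 0.5) and log2(TPM + 0.1), the replicate number as a block, removal of components with a best hit outside plants, and each library left out in turn. The fit on plant-hit components alone and the correlation over 12 genes were added after the data were seen.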

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

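The fit on components with a plant best hit alone was added after the data were seen, and the tests of the last paragraph were written before their results. In each group of 4 samples the gap of the lowest or highest value to its neighbour, divided by the whole range, was compared with 0.829. Of 332 groups, 24 were above it, where chance gives about 1 in 20, or 16.6. No library stands apart in most of them, and the cause of single values was not tested.

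In control replicate 1 the ratio was 0.865 for CYP707A3, 0.971 for the UGT87A2 component comp3319_c0, 0.833 for LAX2, 0.913 for AAO4, 0.835 for ABCG8, 0.900 for ABCG31 (comp81054_c0) and 0.829 for NAC8 (comp78398_c0), where that sample was 0 and the others 0.265 to 0.320 CPM. In control replicate 2 it was 0.878 for the sum of animal muscle proteins (34.5 beside 50.6 to 52.8 CPM), 0.833 for YUC4, 0.890 for GA2OX4 (comp76771_c0) and 0.893 for CYP94B1. In control replicate 3 it was 0.918 for MAX1 and 0.979 for the ABCG40 component comp66678_c2 (3.92 beside 2.22 to 2.25 CPM), and in control replicate 4 0.971 for GA2OX1 and 0.894 for GA2OX2. In glyphosate replicate 1 it was 0.910 for CKX3 and 1 for the pathogenesis-related protein 1 component, the only glyphosate sample with a count. In glyphosate replicate 3 it was 1 for ABCG6 (comp52290_c0), again the only glyphosate sample with counts, and 0.853 for NAC8 (3.11 beside 4.35 to 4.56 CPM). In glyphosate replicate 4 it was 0.870 for the UGT87A2 component comp54367_c0, 1 for ACS1, 0.917 for LOX2 (comp82248_c0), 0.830 for BOR5 and 0.870 for the sum of plant-hit components down at least 8-fold (202 beside 126 to 136 CPM).

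Histones and cytosolic ribosomal proteins with a plant best hit, which the article's text does not discuss, were higher in the glyphosate samples, at median log2 fold changes of 1.16 and 1.19, but as sets did not pass with an estimated correlation (adjusted p = 0.218 and adjusted p = 0.0710 in camera's set test). Components of the cyclin list (adjusted p = 0.0783 with an estimated correlation) and of DNA replication (adjusted p = 0.0329) were higher in the same samples. Reads of another organism in the controls, which would take a share of the counts, did not account for this, since on components with a plant best hit alone the median of the cyclin list was 1.92 against 2.02, and the medians of histones and ribosomal proteins were 1.06 and 1.10. These medians moved together under the same refit, which mainly rescales the libraries, so they are a single check. A single control library did not set the rise of the cyclin list either, since its lowest median without 1 control library was 1.89. A candidate explanation is a higher share of dividing and growing tissue in the shoots from glyphosate-treated plants, which the design gives no separate test of, so whether cells changed or the tissue sampled did stays open.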

How the results depend on the processing

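The fit on components with a plant best hit alone, the correlation over 12 genes and the count over splits of the libraries were chosen after the data were seen. The other alternatives were set beforehand. Under these the changed components numbered 14975 (edgeR's count filter) to 19856 (limma-voom), beside 18913. Without 1 library they numbered 16985 to 18093, those up at least 2-fold 3305 to 3667 and those down at least 2-fold 5620 to 6371. With the replicate number as a block 17214 changed. No steady pairing by number was seen. The deviations of same-numbered samples from the group means correlated at -0.167 to 0.158 over 21145 components, and not every sample correlated best with its own number. With so few pairs, and deviations centred within each group, a block is not excluded. Components down at least 2-fold, 6637 in the fit reported, were 2916 with edgeR's count filter, which tests 22957 components, and 3765 with limma on log2(TPM + 0.5). On components with a plant best hit alone, of which 12746 were tested, 6866 changed, 1542 of them up and 1400 down at least 2-fold, beside 1717 and 1211 of the same components in the fit reported. The fit on plant best hits alone changes both the components tested and the scaling. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many changed components. The real split gave 18913 with edgeR and the highest of the others 0. At an unadjusted p under 0.05 the other splits gave at most 4956, against 23849, and by limma-voom at most 2. Each of the other splits mixes both treatments, so a difference between treatments adds to its spread and lowers its count. These counts therefore cannot exclude chance in the grouping.

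All 136 components of Tables 1 to 6 passed with the paper's direction in the fit reported, and 128 of them kept that call in every alternative that tested them. For 7 the call was lost under at least 1 alternative, in 24 values. Over all 411 named components, 385 kept their side of the threshold throughout, 20 lost a call in 79 values, and 8 values changed sign. Of those that did not pass, 4 gained a call in 12 values. GSTU6 (comp79342_c1), at -0.49, was 0.38 with limma on log2(TPM + 0.5) and 0.39 on log2(TPM + 0.1). E2FA (comp81346_c0), which did not pass at 0.33, was -0.30 and -0.32 in the same fits, without a call. It was called higher with TMM at 0.38, DESeq2 at 0.33, edgeR's count filter at 0.32, without components that have a best hit outside plants at 0.35, without glyphosate replicate 2 at 0.39 and without control replicate 4 at 0.40. CUC1 (comp78663_c0), which did not pass at -0.46, was called lower with edgeR's count filter, without glyphosate replicate 3 and on plant-hit components alone, and the DELLA component comp68795_c0 with the replicate number as a block at -0.68. The jasmonate repressor component comp67372_c0 was -0.72 without glyphosate replicate 1, in a range to 1.78 without control replicate 4, beside 1.05. Components of CUC2 and amidase 1 that did not pass also changed sign. For comp167887_c0 the range without 1 library was -2.83 to 0.37 (highest without control replicate 3), and amidase 1 (comp76641_c0) had -0.00247 without control replicate 2 to 0.0777 without control replicate 1, and -0.0562 on plant-hit components alone, without a call in these fits, and was called higher with limma on log2(TPM + 0.5) and on log2(TPM + 0.1), at 0.41 in both. The cause was not tested.

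Most counts of a list moved by less than 1.5 times. Those that moved further are given with the value reported first. Under limma on log2(TPM + 0.5) and on log2(TPM + 0.1), members lower in the glyphosate samples changed for glutathione S-transferases (8 to 3), plastid ribosomal proteins (15 to 4), proteasome subunits (4 to 2), xyloglucan endotransglucosylases (2 to 1), aquaporins (4 to 2), starch and sucrose enzymes (7 to 4), animal-hit muscle proteins (11 to 5 and 6), transposon proteins (63 to 30 and 32), animal-hit transposon proteins (48 to 23 and 25), mitosis and cytokinesis (1 to 0), the shoot meristem (2 to 1), leaf polarity (1 to 0), jasmonate response (1 to 0), ethylene synthesis (3 to 1), ethylene signalling (2 to 1), salicylate and defence (8 to 4), all components with a best hit in fungi (101 to 63 and 64), all components with a best hit in other eukaryotes (56 to 30) and GSTs of Additional file 2 (4 to 2). In the same fits members higher changed for GH3 proteins (2 to 1), animal-hit histones (0 to 2), animal-hit chitinases (1 to 2), animal-hit cuticle proteins (1 to 0) and jasmonate synthesis (2 to 1). With edgeR's count filter members lower changed for animal-hit P450s (17 to 9), animal-hit glutathione S-transferases (5 to 2), animal-hit ABC transporters (3 to 1), plastid ribosomal proteins (15 to 9), proteasome subunits (4 to 2), animal-hit proteasome subunits (28 to 7), animal-hit aquaporins (2 to 0), animal-hit chitinases (9 to 5), animal-hit muscle proteins (11 to 5), animal-hit cuticle proteins (22 to 12), animal-hit digestive enzymes (2 to 1), leaf polarity (1 to 0), abscisic acid 8'-hydroxylases (2 to 1), jasmonate response (1 to 0), ethylene synthesis (3 to 1), all components with a best hit in animals (1808 to 722), all components with a best hit in viruses (8 to 5) and components with no listed hit (5936 to 3910), and members higher for SAUR proteins (8 to 5), animal-hit chitinases (1 to 0), animal-hit cuticle proteins (1 to 0), animal-hit transposon proteins (15 to 9), jasmonate synthesis (2 to 1), salicylate and defence (14 to 9), the secondary wall (7 to 4) and all components with a best hit in viruses (15 to 9), since that filter tests fewer components. In DESeq2 members lower changed for animal-hit glutathione S-transferases (5 to 3), plastid ribosomal proteins (15 to 8), animal-hit muscle proteins (11 to 6), mitosis and cytokinesis (1 to 0), leaf polarity (1 to 0), jasmonate response (1 to 0) and ethylene synthesis (3 to 1), and members higher for animal-hit chitinases (1 to 0), animal-hit cuticle proteins (1 to 0), gibberellin receptors and DELLA proteins (2 to 1), jasmonate synthesis (2 to 1), the secondary wall (7 to 4) and all components with a best hit in viruses (15 to 9). In limma-voom members lower changed for animal-hit kinesins (1 to 3), animal-hit muscle proteins (11 to 7), mitosis and cytokinesis (1 to 0), leaf polarity (1 to 0), jasmonate response (1 to 0) and phenylpropanoids and lignin (2 to 4), and members higher for animal-hit cuticle proteins (1 to 0), gibberellin receptors and DELLA proteins (2 to 1) and jasmonate synthesis (2 to 1). With the replicate number as a block members lower changed for animal-hit glutathione S-transferases (5 to 3), animal-hit muscle proteins (11 to 7), gibberellin receptors and DELLA proteins (1 to 2) and jasmonate response (1 to 2), and members higher for animal-hit chitinases (1 to 0), animal-hit cuticle proteins (1 to 0) and jasmonate synthesis (2 to 1). Members lower changed under TMM for cyclins and cyclin-dependent kinases (1 to 0), and members higher under upper-quartile scaling for gibberellin receptors and DELLA proteins (2 to 1). On plant-hit components alone members lower changed for chorismate synthesis (0 to 1), type A response regulators (0 to 1), DNA replication (0 to 1), jasmonate response (1 to 0) and phenylpropanoids and lignin (2 to 5), and members higher for tryptophan synthesis (2 to 1), gibberellin receptors and DELLA proteins (2 to 0), jasmonate synthesis (2 to 1) and the secondary wall (7 to 4). Over all components whose annotation names the family, rather than the transcripts selected in Additional file 2, members lower changed for P450s (34 to 86), UGTs (33 to 54), GSTs (4 to 13) and ABC transporters (7 to 40), and members higher for UGTs (14 to 24), GSTs (5 to 10) and ABC transporters (8 to 23). These family counts pool plant and animal best hits. With a plant best hit alone 68 P450s were higher and 69 lower, 10 GSTs higher and 8 lower. For ABC transporters with a plant best hit 23 were higher and 37 lower. Apart from the filter and the family counts, the cause was not tested. The scalings moved the median log2 fold change of all components from -0.26 to -0.22 with TMM and -0.29 with upper-quartile scaling.

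Leaving out 1 library at a time moved a further set of small counts, given as the lowest and the highest over the 8 fits and the libraries that moved them. Members lower ran over these ranges for animal-hit glutathione S-transferases (3 to 6, moved by control replicate 4), plastid ribosomal proteins (9 to 25, moved by glyphosate replicate 1 and glyphosate replicate 4), xyloglucan endotransglucosylases (1 to 2, moved by glyphosate replicate 3 and control replicate 1), animal-hit muscle proteins (6 to 12, moved by control replicate 4), cyclins and cyclin-dependent kinases (0 to 1, moved by 5 of the 8), mitosis and cytokinesis (0 to 1, moved by glyphosate replicate 2 and glyphosate replicate 3), leaf polarity (0 to 2, moved by 5 of the 8), jasmonate response (0 to 2, moved by glyphosate replicate 1 and control replicate 4), ethylene synthesis (1 to 3, moved by control replicate 2), phenylpropanoids and lignin (2 to 4, moved by 4 of the 8) and the secondary wall (0 to 1, moved by glyphosate replicate 3). Members higher did so for photosystem and light-harvesting proteins (1 to 2, moved by glyphosate replicate 1 and control replicate 1), animal-hit chitinases (0 to 1, moved by 4 of the 8), animal-hit cuticle proteins (0 to 1, moved by glyphosate replicate 1), tryptophan synthesis (1 to 2, moved by glyphosate replicate 3, control replicate 2 and control replicate 3), gibberellin receptors and DELLA proteins (0 to 2, moved by glyphosate replicate 3, control replicate 2 and control replicate 3) and jasmonate synthesis (1 to 2, moved by glyphosate replicate 1 and control replicate 3). With 3 libraries in a group the fit has fewer samples.

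The correlation with qRT-PCR changed side in several settings. Pearson's r, 0.565 over 16 genes, was 0.250 on plant-hit components alone, 0.447 with edgeR's count filter and 0.405 without components that have a best hit outside plants. In these fits it no longer passed, with permutation p of 0.412, 0.108 and 0.132, and fewer genes were available, since components of some genes were removed. Spearman's rho, 0.456, was 0.550 with limma on log2(TPM + 0.5), 0.506 with limma-voom and 0.804 over the 12 genes whose RNA-seq value in Additional file 3 is that of the listed components, where it passed. Over all alternatives the permutation p ran from 8.00e-05 to 0.412 for Pearson's r and from 0.00269 to 0.428 for Spearman's rho. Of the 89 list tests, which include lists made from the paper's tables, 42 kept their side of the threshold when camera's correlation was estimated and 47 did not. Without a filter on low values all 587 results compared kept their direction and side of the threshold.

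Depth limits what can be called near 0. In 1 library a count of 0 allows 0.194 to 0.240 CPM, so the folds of components with no counts in a group are lower bounds, and GA3OX1, ACS1 and ABCG6 (comp52290_c0) lie close to this limit.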

Differences from the paper's values

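The fit on components with a plant best hit alone and the correlation over 12 genes were chosen after the data were seen, and the other alternatives before the data were examined. The paper's test was EBSeq at the same filter and false discovery rate, and the counts here are from edgeR. Components changed at least 2-fold numbered 10241, beside 6239 in the paper, and those down at least 2-fold 6637, beside the paper's 3632. A difference means a ratio over 1.5. For those changed at least 2-fold the difference was not present with DESeq2 (8345), edgeR's count filter (5533), limma on log2(TPM + 0.5) (7293), the replicate block (8622), without components that have a best hit outside plants (8231), or without glyphosate replicate 2 (9190), glyphosate replicate 3 (9012) or control replicate 4 (9241). It was present with TMM, upper-quartile scaling, limma-voom, no filter, limma on log2(TPM + 0.1) and without each of the other libraries. For those down at least 2-fold it was not present with DESeq2 (5205), edgeR's count filter (2916), limma on log2(TPM + 0.5) (3765) and log2(TPM + 0.1) (5448), the replicate block (5329) or without components that have a best hit outside plants (4807), and it was present with TMM, upper-quartile scaling, limma-voom, no filter and without each of the 8 libraries. On components with a plant best hit alone, chosen after the values were seen, 2942 and 1400 lie below the paper's counts by more than 1.5 times, and the comparison leaves out all components without a listed plant hit. All changed components numbered 18913, against 12918 in the paper, a ratio under 1.5.

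TAA1 (comp56536_c0) had a log2 fold change of 5.03, beside 4.73 in the paper's Table 1, a gap beyond the SD between replicates that was set as the limit. Leaving out 1 library moved the value over 4.66 to 5.52, which holds the paper's 4.73, so the gap may be replicate spread. The difference was within that SD without control replicate 2 (4.66) and without control replicate 3 (4.67), and beyond it under every other alternative. The other 135 components of Tables 1 to 6 lay within the SD between replicates, apart from 3 at 0 in a group. For these, ST2A, ACS11 and CYP707A3, the fitted values of 7.51, 6.92 and -6.50 are larger than the paper's 6.54, 5.97 and -5.55, and only lower bounds were compared, which cannot show a match.

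Pearson's r between RNA-seq and qRT-PCR over 16 genes was 0.565, beside 0.838 in the paper's Additional file 3, and Spearman's rho was 0.456, beside the paper's 0.609. A difference means over 0.1. No alternative set beforehand brought r within it. For rho limma on log2(TPM + 0.5) did (0.550), and the component with the highest TPM of each locus (0.356) and the other alternatives did not. Over 12 genes, a set chosen after seeing the values that drops 4 of the paper's 16, r was 0.947 and rho 0.804, both above the paper's by more than 0.1.

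The 4 genes are those whose RNA-seq change here differs from the paper's in Additional file 3. For ABCG40 the mean over 7 components was -2.72, beside the paper's 0.97. For ERF1 the values were -3.49 and the paper's 2.91, and for TINY2 1.98 and the paper's -0.57. For these 3 genes the sign of the value, for ABCG40 of the mean, differed from the paper's under every alternative that tested their components, with ranges of -2.87 to -1.79, -3.75 to -1.60 and 1.61 to 2.20. The ABCG40 component comp60991_c0 alone had 2.70, with the paper's sign under every alternative. The paper's Table 5 lists ERF1 and TINY2 with the signs found here. CKX1 was 3.36, beside the paper's 2.72. Its difference was within the SD between replicates with upper-quartile scaling (3.34), limma-voom (3.23), limma on log2(TPM + 0.5) (2.33) and log2(TPM + 0.1) (3.09), and without glyphosate replicate 1 (3.20), glyphosate replicate 3 (3.22), control replicate 2 (3.21) or control replicate 4 (3.29). It was beyond it with TMM, DESeq2, no filter, edgeR's count filter, the replicate block, without components that have a best hit outside plants, and without glyphosate replicates 2 and 4 or control replicates 1 and 3.

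The paper states that qRT-PCR and RNA-seq followed a similar trend apart from CKX1. Here 12 of the 16 genes had the same sign in both, and ABCG40, ERF1 and TINY2 went against it besides CKX1. The paper's primers came from leafy spurge EST sequences, so the components taken here need not be the transcripts amplified. The ABCG40 component comp60991_c0 has the sign of the qRT-PCR. The paper also states that both correlations passed, and here Spearman's rho did not, with the values above.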

Other observations

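Of the tests given here, those on ribosomal proteins by best hit, on sequencing depth and on transcripts of another organism among the components, and the fit on plant-hit components alone, were chosen after the result was seen. More components with an animal best hit fell than rose in the glyphosate libraries. Of 4807 tested 1428 fell at least 8-fold, but they held 2374 CPM of the controls, and the whole class took 4.90% of the glyphosate counts and 4.46% of the control counts, higher in every glyphosate sample, so the fall is of these components and not of the class. Among cytosolic ribosomal proteins, plant genes that merely resemble an animal protein do not account for the fall. Those with an animal best hit had a median log2 fold change of -4.08 and those with a plant best hit 1.19. No such test was set for other families, but their medians, taken at bounds, differed. Histones and proteasome subunits with an animal best hit had -4.12 and -3.71, beside 1.16 and 0.33 with a plant best hit. Kinesins did not divide in this way, at 0.34 with an animal best hit and 1.18 with a plant one. Of the 18 animal-hit kinesins 9 rose and 1 fell, so plant genes elsewhere in the class are not excluded. FT, with animal best hits, had a mean of -3.43 here and -2.52 in the paper's qRT-PCR. Deeper sequencing of the controls does not account for the fall, at a ratio of 1.07 between the mean totals. Animal transcripts in the control samples are consistent with these values, and arthropods on the plants may be their source, but this cannot be told apart from other animals, since 42.1% of the 1428 that fell at least 8-fold had an arthropod best hit against 27.2% of the 2437 that did not pass, between the bounds set for the test. Whether glyphosate or the growth of the plants bears on any such animals was not tested.

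More components fell than rose at least 2-fold. Transcripts of another organism among the components could contribute, since the ratio of down to up was 0.705 among components with a plant best hit and 1.84 over all. Components with a listed best hit outside plants do not account for all of it. In the fit without them 4807 components fell and 3424 rose at least 2-fold. Among components with no listed hit, 3694 fell and 1635 rose at least 2-fold in the fit reported. The ratio among plant best hits depends on the fit, where both the components tested and the scaling can change. Fitted on these components alone, 1400 fell and 1542 rose at least 2-fold, closer to even than the 1211 and 1717 behind that ratio, though still with fewer down than up. Whether the components with no listed hit that fell at least 8-fold share the source of the animal-hit ones cannot be told apart, since glyphosate replicate 2 held 10.6% of their glyphosate counts, beside 2.21% for animal-hit and 19.2% for plant-hit components that fell as far. Of the components with no listed hit, 1777 of 39785 that sort within the annotation fell at least 8-fold by the fitted value, and 87 of 5185 that sort past its end.

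In the paper's Additional file 7 the sets of the cytosolic large and small ribosomal subunits appear among both increased and decreased transcripts. The paper's median changes are -14.2 over 29 and -14.0 over 18 members among decreased transcripts, and 2.61 and 2.32 among increased ones. For the proteasome among decreased transcripts the paper's value is -8.27 over 18. The scale of these medians was not established here, so they are not to be read as log2 fold changes. Here 125 of 142 ribosomal proteins with a plant best hit rose and 81 of 111 with an animal best hit fell.

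Lists that belong to no statement of the paper are given as counts. Of 7 clock components, 1 rose, 6 fell and 0 did not pass, with the same counts over the list alone (adjusted p = 0.0861 with an estimated correlation). The pseudo-response regulator PRR95 had a log2 fold change of -2.49, 2 components of CCA1, a factor of the morning, -1.52 and -1.11, and ADO1 -0.80. Of 10 components of flowering, 2 rose, 5 fell and 3 did not pass, with the same counts over the list alone, with the AGAMOUS homolog at -2.14, SOC1 at -1.31 and APETALA2 at 2.94. The LEAFY homolog comp72040_c0, chosen after its values were seen, had -2.38. Of 15 components of brassinosteroid synthesis, 4 rose, 4 fell and 7 did not pass (4 and 5 when adjusted over the list alone). Of 46 components of phenylpropanoids and lignin, 18 rose, 2 fell and 26 did not pass (18 and 5 when adjusted over the list alone). The set test gave adjusted p = 0.331 with an estimated correlation. Of 12 components of the secondary wall, 7 rose, 5 did not pass and none fell, also over the list alone, at an unadjusted p under 0.05 and in DESeq2 and limma-voom, though 1 fell without glyphosate replicate 3, with adjusted p = 0.550 with an estimated correlation. Of 16 chitinases with a plant best hit, 3 rose, 4 fell and 9 did not pass, and of 7 protease inhibitors, 2 rose, 2 fell and 3 did not pass, both with the same counts over the list alone.

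Among lists of components with an animal best hit, of 18 kinesins 9 rose, 1 fell and 8 did not pass (9 and 3 when adjusted over the list alone), with adjusted p = 0.105 with an estimated correlation. Of 13 chitinases 1 rose, 9 fell and 3 did not pass, with the same counts over the list alone. Of 27 muscle and cytoskeleton proteins 1 rose, 11 fell and 15 did not pass (1 and 12 when adjusted over the list alone), with adjusted p = 0.356 with an estimated correlation. Of 4 digestive enzymes 2 fell, 2 did not pass and none rose, even at an unadjusted p under 0.05 or in DESeq2 or limma-voom. Both aquaporins with an animal best hit fell, and the UDP-glycosyltransferase and the protease inhibitor did not pass. Of 273 transposon proteins with a plant best hit 18 rose, 63 fell and 192 did not pass, with the same counts over the list alone, and of 203 with an animal best hit 15 rose, 48 fell and 140 did not pass (15 and 51 when adjusted over the list alone). The set test of plant transposons, at an adjusted p of 0.0642 with the preset correlation, passed without components that have a best hit outside plants (adjusted p = 0.0295, range over its alternatives 0.0295 to 0.356), and not with an estimated correlation (adjusted p = 0.356).

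Components with a bacterial best hit took 1.64% of the counts in the glyphosate samples and 2.08% in the controls, a difference in which all 4 glyphosate samples lay below all 4 controls (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0367 over 9 classes). Of the 485 components 117 rose, 167 fell and 201 did not pass. Of 54 components with a viral best hit 15 rose, 8 fell and 31 did not pass, and of 32 with an archaeal one 9, 7 and 16. For fungi the shares were 0.913% and 0.855%, with p = 0.0571 in the same exact test.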
